# Maternal High-Protein and Low-Protein Diets Perturb Hypothalamus and Liver Transcriptome and Metabolic Homeostasis in Adult Mouse Offspring

**DOI:** 10.3389/fgene.2018.00642

**Published:** 2018-12-11

**Authors:** Lisa J. Martin, Qingying Meng, Montgomery Blencowe, Sandrine Lagarrigue, Sheila Xiao, Calvin Pan, Julian Wier, William C. Temple, Sherin U. Devaskar, Aldons J. Lusis, Xia Yang

**Keywords:** maternal diet, high protein, low protein, gene expression, metabolic dysfunction, glucose intolerance, hypothalamus, liver

## Abstract

Early life nutritional imbalances are risk factors for metabolic dysfunctions in adulthood, but the long term effects of perinatal exposure to high versus low protein diets are not completely understood. We exposed C57BL/6J offspring to a high protein/low carbohydrate (HP/LC) or low protein/high carbohydrate (LP/HC) diet during gestation and lactation, and measured metabolic phenotypes between birth and 10 months of age in male offspring. Perinatal HP/LC and LP/HC exposures resulted in a decreased ability to clear glucose in the offspring, with reduced baseline insulin and glucose concentrations in the LP/HC group and a reduced insulin response post-glucose challenge in the HP/LC group. The LP/HC diet group also showed reduced birth and weanling weights, whereas the HP/LC offspring displayed increased weanling weight with increased adiposity beyond 5 months of age. Gene expression profiling of hypothalamus and liver revealed alterations in diverse molecular pathways by both diets. Specifically, hypothalamic transcriptome and pathway analyses demonstrated perturbations of MAPK and hedgehog signaling, processes associated with neural restructuring and transmission, and phosphate metabolism by perinatal protein imbalances. Liver transcriptomics revealed changes in purine and phosphate metabolism, hedgehog signaling, and circadian rhythm pathways. Our results indicate maternal protein imbalances perturbing molecular pathways in central and peripheral metabolic tissues, thereby predisposing the male offspring to metabolic dysfunctions.

## Introduction

Metabolic syndrome and type 2 diabetes mellitus (T2DM) have reached epidemic proportions worldwide (Saklayen, 2018). A major risk factor for the development of T2DM is the quantity and quality of intra-uterine nutrient exposure (Gluckman et al., 2008). Studies have shown that the maternal diet can modify the development of regulatory systems *in utero* and postnatally. Individual studies of high and low protein maternal diets have shown their influence on body weight, metabolic phenotypes and programming of food intake in offspring (Oken and Gillman, 2003; Frias and Grove, 2012). Our previous mouse study on intrauterine growth restriction (IUGR) induced by a low protein maternal diet demonstrated sex-specific phenotypic differences in offspring at 9 months of age (Bhasin et al., 2009). While the male offspring displayed glucose intolerance and increased adiposity, the female offspring were glucose tolerant, without catch-up growth or adiposity. However, the mechanisms underlying these metabolic changes are yet to be elucidated. In addition, previous studies have not systematically compared the effect of low protein/high carbohydrate (LP/HC) versus high protein/low carbohydrate (HP/LC) maternal diets on modulating tissue-specific gene expression profiles in key metabolic tissues and the associated pathological metabolic variations in offspring. As gene expression differences involved in metabolically relevant pathways in the hypothalamus (the control center of energy balance and metabolism) and liver (critical for lipid and glucose homeostasis) may underlie the differing metabolic phenotypes in adulthood, we aim to investigate how early-life nutritional imbalances contribute to metabolic syndrome outcomes in adulthood.

In the current study, we tested the hypothesis that intrauterine HP/LC and LP/HC diets would subsequently affect adult metabolic phenotypes and long-term gene expression levels in key metabolic sites. Using HP/LC or LP/HC dietary interventions during gestation and lactation, we followed male offspring until 10 months of age and assessed body weight, adiposity, insulin production, glucose clearance, and global gene expression changes in the hypothalamus and liver. We discovered that mice expressed differential programming by perinatal exposure to protein imbalances, and these changes persist into adulthood. Importantly, we found that gene expression changes brought about by perinatal nutritional perturbations revealed enrichment of genes involved in diverse pathways including those important for systemic energy homeostasis.

## Materials and Methods

### Study Approval

This study was approved by the UCLA Animal Research Committee and was performed in accordance with the National Institutes of Health guidelines for the use of experimental animals. C57BL/6J mice were purchased from the Jackson Laboratory (Bar Harbor, ME, United States).

### Diets

The LP/HC diet (D02041002, Research Diets Inc., New Brunswick, NJ, United States) contains 9% protein, 4.4% fat, and 77% carbohydrates. The HP/LC diet (D02041001, Research Diets Inc., New Brunswick, NJ, United States) has 23% protein, 4.4% fat and 64% carbohydrate by weight. Standard chow diet (TD 7013, Harlan Teklad, Placentia, CA, United States), containing 18% protein, 6% fat, and 45% carbohydrate by weight, was used as the control diet. The diets were matched for total caloric content, making them isocaloric.

### Maternal Diet Exposure Studies

As most first litters did not survive, all the offspring were from second litters from dams 10 to 12 weeks old. C57BL/6 females were mated overnight with males between 10 and 16 weeks of age. Gestational day 0 (GD0) was determined by the detection of a vaginal plug in the morning. On GD8, pregnant females were placed on a LP/HC, HP/LC, or chow diet. Pups were weaned at 28 days of age into cages of four animals per cage, separated by sex and maternal dietary environment. A total of *n* = 22, *n* = 27, and *n* = 20 male offspring from the LP/HC, HP/LC, or chow diet group, respectively, were examined.

### Body Weight and Body Composition

Body weight of individual mice was measured on a scale, starting day 2 (birth weight) and thereafter monthly until sacrifice. Body composition was measured monthly until sacrifice by a rodent Nuclear Magnetic Resonance (NMR) scanner (Bruker Biospin, Billerica, MA, United States) that was standardized to an internal control provided by the manufacturer. Adiposity was determined as adipose tissue mass per unit (g) body weight.

### Glucose Tolerance Tests and Insulin Measurement

Glucose tolerance tests were performed as previously described (Ganguly and Devaskar, 2008) in 9-month-old male offspring. After an overnight fast, glucose was measured at 9AM in blood collected from saphenous venous puncture, after which 2 mg/g body weight of glucose was administered intraperitoneally. Blood glucose was measured at half hour intervals for 2 h. The One Touch Ultra (LifeScan) glucometer was used to measure whole blood glucose concentrations (Ganguly and Devaskar, 2008). Insulin was measured with an ELISA kit (ALPCO, Salem, NH #80-INSMSU-E10) using 5 μL of plasma separated from blood collected at baseline and at 30 min post-glucose challenge.

### Phenotypic Data Analysis

All figures demonstrate data displayed as means ± SEM, with the exception of insulin concentrations that were expressed as a ratio of 30 min/baseline values in Figure 2, indicating medians. The two-way ANOVA model was employed for growth curves and glucose tolerance test curves, to simultaneously compare the effect of diets (treatment) and time points within each group. GraphPad Prism version 7.0 software was used for graphing and for statistical analysis of phenotypic data.

### Microarray Analysis

Hypothalamus and liver were dissected between 10 AM and 12 PM from male mice at 10 months of age, placed immediately into liquid nitrogen, and stored at -80°C until RNA was extracted with the RNAeasy kit (Qiagen). A total of 40 males from three different *in utero* exposure groups were analyzed for gene expression changes in hypothalamus and liver (15, 15, and 10 for LP/HC, HP/LC, and Control, respectively) using the Affymetrix Mouse 430 2.0 microarray chip. The chip contained 45,000 probes representing 35,000 genes. *P*-values for differential gene expression were determined using the Student’s *t*-test for pairwise comparisons, each treatment compared with control, followed by multiple testing correction using the *q*-value approach (Storey, 2003). For pathway analysis, differentially expressed probes with *p* ≤ 0.01 were analyzed for KEGG pathway and Gene Ontology enrichment using DAVID (Huang da et al., 2009).

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE120548.

## Results

### Effects of Maternal HP/LC and LP/HC Diets on Birth Weights, Perinatal Weights, and Adult Growth Curves

*In utero* LP/HC exposure resulted in IUGR as reflected by significantly lower birth weights, whereas HP/LC litter birth weights were not different from control mice (Figure 1A). At weaning, however, HP/LC offspring weighed significantly more than controls (Figure 1B), whereas IUGR LP/HC pups still weighed less at weaning than controls (Figure 1B). IUGR LP/HC weighed significantly less than controls throughout the study, but the higher body weights of HP/LC at weaning did not persist over time and after 3 months HP/LC body weights normalized and were not different from controls (Figure 1C).

**FIGURE 1:**
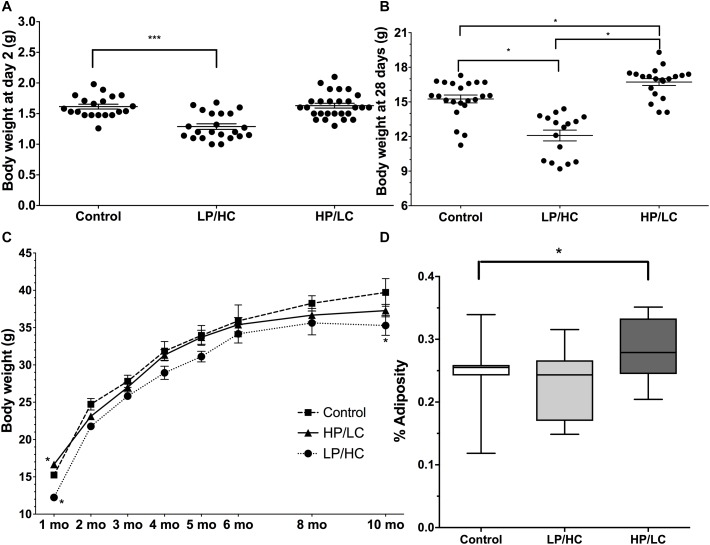
Birth weights, perinatal weights, and growth rates of pups exposed to different *in utero*/perinatal conditions. **(A)** Significantly lower birth weights resulted from *in utero*/perinatal exposure to LP/HC maternal diet (^∗∗∗^ indicates *p* < 0.0001 by Welch’s *t*-test). HP/LC and vehicle were not different from control. Pups were weighed at postnatal day 2. **(B)** Body weights at weaning (postnatal day 28) for male LP/HC and HP/LC, versus control (^∗^ indicates *p* < 0.001 by Welch’s *t*-test). **(C)** Male control, LP/HC and HP/LC, adult growth curves from 1 to 10 months of age. **(D)** Adiposity at 5 months of age showing increased adiposity in HP/LC males (^∗^ indicates *p* < 0.05 by Welch’s *t*-test). Sample sizes range from 15 to 27, 15 to 22, and 9 to 20 for HP/LC, LP/HC, and Control groups, respectively.

### Effects of Maternal HP/LC and LP/HC Diets on Adiposity in Adulthood

In order to compare the impact of *in utero/*postnatal exposure on adult fat storage, we measured adiposity using NMR in the offspring at 5 months of age. HP/LC male offspring had significantly increased adiposity (Figure 1D), which supports previous findings (Thone-Reineke et al., 2006), while LP/HC offspring showed no difference from controls in adiposity (Figure 1D), also supporting previous findings (Daenzer et al., 2002).

### Effects of Maternal HP/LC and LP/HC Diets on Glucose Tolerance and Insulin Response

A key metabolic syndrome indicator is glucose intolerance, which is a measure of baseline glucose, baseline insulin, and the ability to respond to an exogenous glucose load with adequate insulin production. We therefore carried out an Intraperitoneal Glucose Tolerance Test (IPGTT) at 9 months of age.

Early life exposure to LP/HC and HP/LC impaired the ability of offspring to clear glucose in adulthood. Both LP/HC and HP/LC mice had a significantly higher area under the curve (AUC) for blood glucose levels measured at 0.5, 1.0, and 1.5 h post glucose administration (Figure 2A). For LP/HC offspring, both baseline glucose and insulin concentrations were reduced when compared to control (Figures 2B,C), the latter of which likely contributed to the higher AUC for blood glucose (Figure 2D). In contrast, baseline glucose and insulin concentrations of HP/LC offspring were similar to controls; however, at 30 min post glucose injection, the insulin concentrations were significantly lower (Figure 2E), indicating an inability to mount an effective insulin response to the glucose challenge, and resulting in the higher AUC. We also examined the insulin response per individual offspring by using an insulin response ratio (IRR), which was the insulin concentration value at 30 min post glucose challenge divided by the baseline value (Figure 2F). This comparison provided further evidence that the higher AUC in HP/LC male offspring was likely due to an insufficient insulin response, with half of HP/LC animals having an IRR < 1 (lower insulin after the challenge than at baseline) (Figure 2F). Overall, the median IRR was 2.2 for control, 2.3 for LP/HC, and 1.0 for HP/LC (Figure 2F).

**FIGURE 2:**
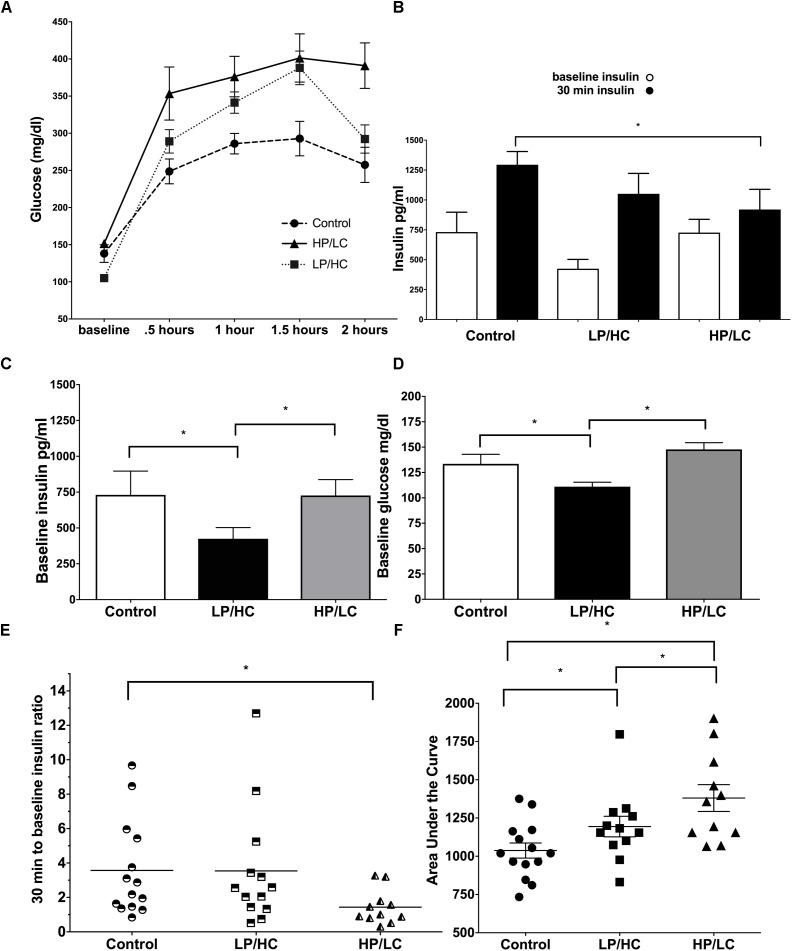
Intraperitoneal Glucose Tolerance Test, baseline glucose, baseline insulin, and insulin response at 9 months of age for males LP/HC and HP/LC vs. control. **(A)** Intraperitoneal Glucose Tolerance Test. **(B)** Average baseline and 30 min insulin levels Baseline Glucose. **(C)** Baseline Insulin. **(D)** Baseline Glucose. **(E)** Individual IRR. **(F)** AUC. Median ratio is indicated by the bar in each treatment group. Sample size ranges are 11–12, 12–13, and 11–15 for HP/LC, LP/HC, and Control groups, respectively. (^∗^ indicates *p* < 0.05 by Welch’s *t*-test).

### Gene Expression and Pathway Alterations in the Liver and Hypothalamus

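RNA from the hypothalamus and liver of male offspring was hybridized to Affymetrix Mouse 430 2.0 arrays, with 1 array per mouse and tissue. Hypothalamus was measured in 10 offspring of dams fed chow, 15 of dams fed the HP/LC diet and 15 of dams fed the LP/HC diet, all aged 10 months. Liver was measured in 10, 15 and 14 offspring, so that 39 of the 40 mice had arrays of both tissues, and the paper's text gives 15 LP/HC mice. Dissection fell in the late morning, from 10 AM to 12 PM. The HP/LC diet held 23% protein and 64% carbohydrate and the LP/HC diet 9% protein and 77% carbohydrate. Chow held 18% protein, with 45% carbohydrate in the paper and 75% in the description of the series. The paper's text and the labels do not tie single mice to litters or cages, so p-values measure the spread between mice and take each mouse as independent. The deposited values are log2 expression values per probe set, made by the authors with RMA and not scaled again here. Control probe sets, 64 in number, were left out, and of the 45037 tested 34945 carry 1 gene symbol, 932 several and 9160 none. Each tissue was fitted with limma over all 3 diet groups, with Benjamini-Hochberg adjustment over all probe sets, and a gene with several probe sets is represented by the one with the highest mean. Lists of genes for 52 pathways and cell types were written before the data were examined. The number of arrays limits the precision.

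The median log2 value per hypothalamus array was 6.62 to 6.69 in chow, 6.59 to 6.68 in HP/LC and 6.57 to 7.49 in LP/HC offspring. Liver arrays had medians of 5.3015 to 5.40 in chow, 5.25 to 5.37 in HP/LC and 5.24 to 5.40 in LP/HC. The hypothalamus array of LP/HC mouse 68 had the median of 7.49, and its median correlation with the other hypothalamus arrays was 0.960, against at least 0.990 for every chow and HP/LC array. The labels number the mice from 48 to 66, 67 to 77, 86 to 95 and above 100, as runs of 16, 11, 10 and 3 mice, and what the numbers stand for is not given in the sources used here. The run from 86 to 95 holds 7 HP/LC and 3 LP/HC mice and no chow mouse. In liver, 9941 probe sets differed at an adjusted p under 0.05 between these mice and the other HP/LC and LP/HC mice, in a limma fit with diet as a term.

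**Figure D1:**
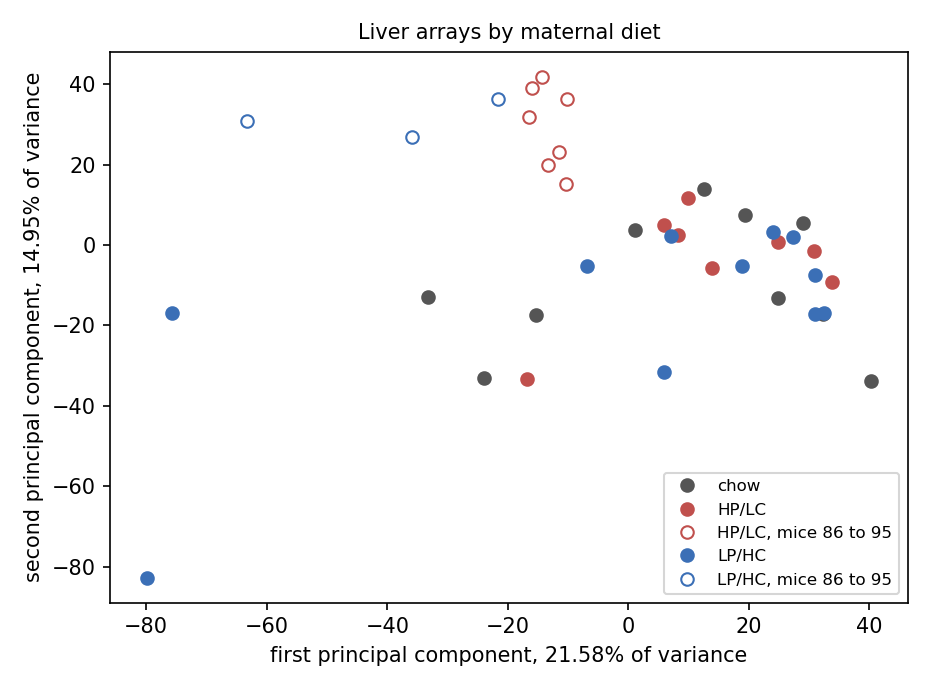
Liver arrays on the first and second principal components of the log2 values, which hold 21.6% and 14.95% of the variance, with 1 point per mouse and colour by maternal diet. The mice numbered 86 to 95, drawn as open markers, are 7 HP/LC and 3 LP/HC mice.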

The metabolic phenotypic differences in adult offspring were accompanied by significant differences in gene expression in two metabolically relevant tissues, the liver and hypothalamus collected at final dissection conducted at 10 months of age. For the hypothalamus, we identified 1,441 and 843 differentially expressed genes (DEGs) for HP/LC and LP/HC groups, respectively, by Student’s *t*-test using a *p* < 0.01 as the cutoff. 

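Olfm1, a secreted glycoprotein of neurons, was higher in HP/LC than in chow hypothalamus by 0.20 on the log2 scale (SE 0.0461, p = 0.000118) and above the chow mean in 15 of 15 mice. Fndc5, the precursor of irisin, was higher by 0.25 (SE 0.0617, p = 0.000202), and Rtn4r, the Nogo receptor that limits axon growth, by 0.46 (SE 0.116, p = 0.000318). The neuronal repressor Scrt1 was higher by 0.36 (SE 0.0955, p = 0.000592), and Cabyr, Catsperz, Pcnx2 and Cds1 by 0.24 to 0.43. Genes lower in HP/LC than in chow included Idh1, the cytosolic isocitrate dehydrogenase, at a log2 difference of -0.175 (SE 0.0521, p = 0.00174). Otp, a homeobox factor of hypothalamic neuroendocrine neurons, was at -0.23 (SE 0.068, p = 0.00192), the cystine transporter Slc7a11 at -0.42 (p = 0.0023) and the fatty acid binding protein Fabp4 at -0.58 (p = 0.00375). In LP/HC hypothalamus, Fabp7, the fatty acid binding protein of brain glia, was higher than in chow by 0.37 (SE 0.0941, p = 0.000339; 15 of 15 mice above the chow mean), and the ubiquitin ligase Ubr4 by 0.16 (p = 0.000845). The matrix protein gene Thbs2 was lower, at -0.42 (SE 0.118, p = 0.000931), as were the laminin chain Lamc1 at -0.29 (SE 0.0852, p = 0.00162), Omd at -1.41 (p = 0.00489) and the lymphatic receptor Lyve1 at -0.46 (p = 0.00571). Slc2a4, the insulin-responsive glucose transporter, was also lower, by a log2 difference of -0.35 (SE 0.108, p = 0.00221; below the chow mean in 14 of 15 mice).

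In limma, 377 probe sets passed an unadjusted p under 0.01 in HP/LC hypothalamus, 283 higher and 94 lower, and 408 in LP/HC hypothalamus, 357 higher (87.5%) and 51 lower. At that threshold, 450 of 45037 probe sets would pass with no difference between the groups if p-values were evenly spread. In random splits of the mice, with mouse 68 included, the median count was 91 for HP/LC and 325 for LP/HC. The real counts were reached in 8 and 35 of 100 splits, the real split included. After quantile normalization or median centring of the values, 75.8% or 72.7% of the LP/HC calls were higher, and with array weights 52.9%. The methods' t-test, Student's test at the same threshold, gave 868 and 247 probe sets, and the LP/HC count was 777 without mouse 68. In limma without LP/HC mouse 68, whose array also enters the shared estimate of the spread, the LP/HC count was 589, with 330 higher (56.03%) and 259 lower. The HP/LC count was 1297 without it, and 209 without mice 86 to 95.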

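Agxt, a peroxisomal aminotransferase that converts glyoxylate to glycine, was higher in liver on both maternal diets than on chow. The log2 difference was 0.30 (SE 0.0574, p = 5.41e-06) in HP/LC and 0.31 (SE 0.0582, p = 4.73e-06) in LP/HC offspring, with 15 of 15 and 14 of 14 mice above the chow mean, where the lowest chow mouse, 77, was at 11.88 and the next at 12.29. In HP/LC liver, the stress-induced pseudokinase Trib3 was higher by 0.74 (SE 0.17, p = 9.63e-05) and Tmem218 by 0.54 (SE 0.113, p = 2.23e-05). The heme oxygenase Hmox1 was lower, at -0.67 (SE 0.169, p = 0.000298), as was Nampt, the rate-limiting enzyme of NAD salvage, at -0.47 (SE 0.111, p = 0.000121), with 1 chow mouse at 10.32 and the next chow mouse at 9.73. Nmrk1, a kinase of another route to NAD, was lower in LP/HC liver, at -0.70 (SE 0.137, p = 9.76e-06), as were the transcription factor Nfic, at -0.30 (SE 0.0608, p = 1.44e-05), the spermidine synthase Srm, at -0.32 (p = 7.57e-05), and the Wnt receptor Fzd4, at -0.40 (p = 8.18e-05). The factor Atoh8 was higher in LP/HC liver by 0.60 (SE 0.149, p = 0.000264).

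In limma, 1130 probe sets passed an unadjusted p under 0.01 in HP/LC liver, 619 higher (54.8%) and 511 lower, and 796 in LP/HC liver, 344 higher (43.2%) and 452 lower. After median centring, 67.9% of the HP/LC calls and 55.8% of the LP/HC calls were higher. The methods' t-test gave 1450 and 572 probe sets. Of the 1130 HP/LC calls, 594 (52.6%) were probe sets that also differed between mice 86 to 95 and the other mice, against 22.1% of all probe sets, and without those mice the counts were 230 in HP/LC and 465 in LP/HC liver.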

For liver, 2014 and 926 DEGs were identified for HP/LC and LP/HC groups, respectively. 

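The smallest adjusted p-values in liver belonged to Agxt, at 0.146 in HP/LC and 0.130 in LP/HC offspring, and in LP/HC also to Nmrk1, Nfic and the clock gene Per2, at 0.130. In hypothalamus, Fabp7 and Thbs2 stood at 0.731 in LP/HC, and Olfm1 at 0.998 in HP/LC, where the smallest value of any probe set was 0.294. With limma, 0 of 45037 probe sets passed an adjusted p under 0.05 in any of the 4 comparisons with chow. At an unadjusted p under 0.05, 2159 probe sets passed in HP/LC and 2853 in LP/HC hypothalamus, and 4410 and 3144 in liver. With no difference and evenly spread p-values, 2252 would pass. The methods' t-test with Benjamini-Hochberg adjustment or Storey's q-value also gave 0, with 3976, 2116, 5314 and 2626 probe sets at an unadjusted p under 0.05 in the same order. When the run of mouse numbers (48 to 66, 67 to 77, or 86 and above) was a covariate, 13 probe sets passed in LP/HC liver. Of these, Per2, Nmrk1, Nfic, Lonrf1 and the cell cycle kinase Wee1 were lower than in chow, and Agxt, Atoh8, the clock factor Npas2 and Ppp1r3c, a subunit that targets a phosphatase to glycogen, were higher, beside 4 probe sets with no symbol. Mice 86 to 95 include no chow mouse, and with the chow mice above 100 as a run of their own only 2 of the probe sets with no symbol passed. On means of consecutive-numbered mice limma gave 0 in LP/HC liver, with 1547 at an unadjusted p under 0.05. With a mean-variance trend, Agxt alone passed in each diet's liver. In hypothalamus without mouse 68 and mice 86 to 95, 2 probe sets of Apcdd1, a Wnt inhibitor, were lower in HP/LC than in chow. Without mouse 68 limma also gave 0 in hypothalamus (4932 and 2949 at an unadjusted p under 0.05). In simulated data with the spread of the arrays other than that of mouse 68, 100 of 45037 probe sets were changed by 0.5 on the log2 scale and another 100 by 1. Of those changed by 0.5, 86% and 87% passed the adjusted threshold in HP/LC and LP/HC hypothalamus, and 66% and 65% in liver. Of those changed by 1, 99%, 98%, 93% and 94% passed. The simulated probe sets were independent and had no batches, and both sizes were adjusted together. These shares may therefore be too high for the real arrays, and they do not exclude differences of such sizes.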

At a false discovery rate (FDR) < 5%, very few DEGs were identified (2, 2, 14, and 2 genes altered in the LP/HC hypothalamus, HP/LC hypothalamus, LP/HC liver, and HP/LC liver, respectively; Supplementary Tables S5–S8).

We queried the DEGs reaching *p* < 0.01 against canonical pathways curated in KEGG and GO, and found significant over-representation of genes in diverse pathways ranging from metabolic, neural structure, protein modification, to signaling pathways such as MAPK (Table 1). 

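Of 113 genes of MAPK signaling, the kinase cascade of growth factor and stress signals, 2 were higher than in chow and none was lower in HP/LC hypothalamus at an unadjusted p under 0.01. They were Rasgrp1, an activator of Ras, with a log2 difference of 0.365 (SE 0.112, p = 0.00224), and Ptpn5, a phosphatase of neurons, at 0.15 (SE 0.0536, p = 0.00738). In LP/HC hypothalamus, 1 member, the neurotrophin Bdnf, was higher, by 0.23 (SE 0.0753, p = 0.00433). In HP/LC liver, the kinase Map4k4 and the PDGF receptor Pdgfrb were higher, by 0.30 (SE 0.0937) and 0.45 (SE 0.142), and Myc was lower, at -0.86 (SE 0.282). LP/HC liver had 2 members higher and 4 lower, among them the TGF-beta receptor Tgfbr2 at -0.32 (SE 0.0837, p = 0.000423) and the adaptor Tab2 at 0.20 (SE 0.0578, p = 0.00113), and 1 passed when adjusted over the list alone. Over-representation by Fisher's one-sided test among 18193 genes had p = 0.342 and 0.718 in HP/LC and LP/HC hypothalamus and 0.581 and 0.0444 in liver, and none passed Bonferroni correction over the 52 lists. Members were lower as a group in LP/HC liver by camera (adjusted p = 0.0305; adjusted p = 0.573 with an estimated correlation).

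Among 25 genes of gluconeogenesis and glucose handling in LP/HC liver, Ppp1r3c and Trib3 were higher, by 0.73 (SE 0.153) and 0.56 (SE 0.173), and pyruvate carboxylase, Pcx, was lower, at -0.21 (SE 0.0632). This was over-represented at p = 0.0186 by Fisher's test, and 0.965 after Bonferroni correction. Of 17 genes of iron and heme, 2 were higher and 1 lower in each diet's liver, with Smad7, an inhibitor of TGF-beta signals, at 0.615 (SE 0.159) in HP/LC and 0.46 (SE 0.161) in LP/HC offspring (Fisher's p = 0.00958 and 0.00627, and 0.498 and 0.326 after Bonferroni correction).

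Table S1 lists genes of the pathways that the paper found for LP/HC hypothalamus. Of the 181 such genes on the array, 42 (23.2%) had an unadjusted p under 0.01 in limma, against 1.77% of all genes, taking the smallest p of a gene's probe sets. The paper chose these genes on the same samples, so this is not independent evidence. Without mouse 68 the share was 44.2%, and without mice 86 to 95 it was 14.9%.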

Pathway analysis does not rely on the reliability of individual DEGs but the aggregate activities of multiple DEGs in coherent pathways, thus reducing false positive detection. 

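In HP/LC hypothalamus, genes of synaptic transmission were the 1 list of 52 that passed Bonferroni correction by Fisher's test, and 5 lists had an uncorrected p under 0.05. In LP/HC hypothalamus no list had an uncorrected p under 0.05, while camera called 7 lists at an adjusted p under 0.05, of which 1 held with an estimated correlation. That was the erythrocyte markers, of which 7 of 7 had a lower mean than in chow, with the globin gene Hbb-b2 at -0.20 (SE 0.0832; adjusted p = 5.94e-05, and adjusted p = 0.038 with an estimated correlation). With an estimated correlation this call was lost without mouse 68 (adjusted p = 0.149), without mice 86 to 95 (0.151), with dim probe sets left out (0.0949) and with 3 runs of mouse numbers as a covariate (0.0551). The circadian clock list was the 1 that passed Bonferroni correction in HP/LC liver, and 6 lists had an uncorrected p under 0.05. Of the LP/HC liver lists 2 passed, the circadian clock list and its subset of genes that rise through the light phase, and 10 had an uncorrected p under 0.05. The clock list includes Per2, Wee1 and Slc5a6, which the paper names from these samples, so its enrichment is not independent of the paper's choice.

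Of 894 Reactome pathways, 0 passed Bonferroni correction in either diet's hypothalamus, with 41 in HP/LC and 11 in LP/HC offspring at an uncorrected p under 0.05. The 53 genes of Opioid Signalling had 4 higher and 1 lower in HP/LC hypothalamus (p = 0.000254, and 0.227 after correction). In liver, 3 passed in HP/LC and 4 in LP/HC offspring, with 61 and 42 at an uncorrected p under 0.05. The pathway of gene activation by Bmal1, Clock and Npas2, with 16 genes, had 3 higher and 3 lower in HP/LC (p = 2.17e-06) and 2 higher and 5 lower in LP/HC liver (p = 2.88e-08). Transcription-coupled excision repair, with 42 genes, had 7 higher in HP/LC liver (p = 0.000107, and 0.096 after correction). Whether the diets differ in their number of pathways was not tested. By camera, 7 lists shifted in each diet's hypothalamus, 10 in HP/LC and 6 in LP/HC liver, of which 0, 1, 0 and 2 held with an estimated correlation. Without mouse 68 no list passed Bonferroni correction in HP/LC hypothalamus, and without mice 86 to 95, or with dim probe sets left out, none did in HP/LC liver. No Reactome pathway passed correction in either diet's liver without mice 86 to 95.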

Compared to the LP/HC group, the HP/LC group had more significant pathways that were expressed in both liver and hypothalamus at Bonferroni-corrected *p* < 0.05. 

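In hypothalamus, the glutamate receptor Grm2 and the dopamine receptor Drd2 were higher than in chow on both maternal diets at an unadjusted p under 0.01. In LP/HC offspring the log2 differences were 0.25 (SE 0.0832, p = 0.00398) and 0.26 (SE 0.0921, p = 0.00758). In liver, Id1, a target of BMP signals, was higher by 0.57 (SE 0.154) in HP/LC and 0.53 (SE 0.156) in LP/HC offspring, while Lonrf1 was lower, at -0.56 (SE 0.119) in HP/LC and, at p under 0.01, in LP/HC offspring. Both diets shared 45 probe sets in the same direction in hypothalamus at p under 0.01, 39 higher and 6 lower, and 174 in liver, 93 higher and 81 lower. Independent lists of these sizes would share 2.24 higher and 0.106 lower in hypothalamus, and 4.73 and 5.13 in liver.

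Both comparisons use the same chow mice, so some overlap arises with no diet effect. Over 99 relabellings of the mice, the shared count had a median of 16 and a highest value of 654 in hypothalamus, and 36 and 854 in liver. Across probe sets, which are not independent replicates, the log2 differences of the diets had a correlation of 0.633 and a covariance of 0.00817 in hypothalamus, against relabelled medians of 0.56 and 0.00515. In liver the correlation was 0.552 and the covariance 0.0107, against relabelled medians of 0.576 and 0.008. With a separate group of 5 chow mice for each diet, the median over 100 such splits was 2 shared probe sets and a covariance of 0.00318 in hypothalamus, and 12 and 0.00267 in liver. Without mouse 68, 150 probe sets were shared in hypothalamus, and without mice 86 to 95, 32 were shared in liver at a covariance of 0.00525.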

Although the majority of the pathways found in the LP/HC group only reached uncorrected *p* < 0.05 and are considered suggestive pathways here, many overlapped with those from the HP/LC group.

**Table 1:** KEGG and GO pathway enrichment of differentially expressed genes in the hypothalamus, liver or both under different nutritional exposures in early life.

Pathways	Liver		Hypothalamus	
	HP/LC	LP/HC	HP/LC	LP/HC
Phosphate metabolism	4.10E-08	3.40E-04	1.50E-09^∗^	5.10E-04
Biopolymer modification	–	5.80E-04	1.70E-07^∗^	–
Cellular localization of protein	–	3.00E-04	–	7.00E-05
RNA processing	3.70E-06	7.80E-04	–	7.10E-05
Nucleotide processing	–	–	3.80E-05^∗^	–
Neural restructuring	–	–	7.90E-05^∗^	3.00E-03
Protein transport	–	2.00E-04	8.70E-06^∗^	5.00E-05
Cell cycle	1.00E-05	2.10E-04	3.30E-03	–
Synaptic transmission	–	–	1.00E-05^∗^	–
MAPK signaling pathway	–	–	3.60E-05^∗^	–
Gap junction	–	–	7.70E-05^∗^	–
Apoptosis	8.70E-04	–	5.00E-04	1.50E-03
Purine metabolism	5.50E-06^∗^	–	–	–
Hedgehog signaling pathway	–	4.50E-03	–	5.20E-04
Colorectal cancer	1.70E-05^∗^	–	–	–
Embryonic development	–	3.60E-03	3.90E-03	1.60E-03
Oxidative phosphorylation	–	–	3.80E-03	4.30E-05^∗^
Circadian rhythm related pathways	6.30E-05	2.40E-04	1.20E-03	–
Long-term potentiation	–	–	7.90E-05^∗^	–
Response to DNA damage stimulus	1.80E-06^∗^	–	–	–

*Pathways shown are those that passed Bonferroni-corrected p < 0.05 in at least one group or those that are consistent in at least two groups at uncorrected p < 0.05. All p-values are based on one-sided Fisher’s exact test and Bonferroni correction was carried out on KEGG and GO pathways separately. ^∗^ indicates passing the Bonferroni-corrected p < 0.05.*

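The list of oxidative phosphorylation covers the respiratory chain and ATP synthase, and also holds subunits of the vacuolar proton ATPase. Its genes had a higher mean in HP/LC than in chow hypothalamus for 78 members and a lower one for 28. The complex I subunit Ndufa10 was higher by 0.14 on the log2 scale (SE 0.0432, p = 0.0028), the assembly factor Cox10 by 0.19 (SE 0.0599, p = 0.00341) and the ATP synthase subunit Atp5d by 0.11 (SE 0.0386, p = 0.00856; above the chow mean in 15 of 15 mice). In LP/HC hypothalamus, 90 members had a higher and 16 a lower mean, with the smallest p at Ndufs1, another complex I subunit, which was higher by 0.10 (SE 0.0384, p = 0.0133). Among 259 genes of protein transport, 5 were higher and none was lower in HP/LC hypothalamus at an unadjusted p under 0.01, among them the clathrin adaptor Ap2b1 at 0.18 (SE 0.0615) and the sorting factor Vps8 at 0.19 (SE 0.0653). In LP/HC, 4 were higher and none lower, among them the adaptor Ap3b2 at 0.14 (SE 0.0435, p = 0.00219) and Vps4a at 0.11 (SE 0.0382, p = 0.00572). Of all calls in hypothalamus, 75.07% in HP/LC and 87.5% in LP/HC were higher, and 69.24% and 56.03% without mouse 68. The median over all probe sets was 0.0532 in LP/HC, mostly through the array of mouse 68, so the LP/HC directions alone do not set these genes apart. Of 350 kinases and phosphatases, the enzymes of phosphate transfer, 7 were higher in HP/LC, among them Stk32c at 0.17 (SE 0.0518, p = 0.00222), and in LP/HC the smallest p was that of the scaffold Mapk8ip1, at 0.13 (SE 0.0503, p = 0.0125). Of 68 genes of neurogenesis and axon guidance, Nr2f2, a receptor of neuronal development, had the smallest p in HP/LC, at -0.15 (SE 0.055, p = 0.0105), and in LP/HC Bdnf was the 1 gene higher (Fisher's p = 0.533), with the netrin receptor Unc5b next, at 0.20 (SE 0.08, p = 0.0156). Of 55 genes of apoptosis, the smallest p was that of Ikbkb in HP/LC, at 0.12 (p = 0.0336), and of Endog in LP/HC, at 0.10 (p = 0.0344).

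By camera, oxidative phosphorylation was higher as a group in HP/LC (adjusted p = 0.00161) and LP/HC (adjusted p = 0.0363), with adjusted p = 0.959 and 0.992 with an estimated correlation. Fisher's p was 0.105 for oxidative phosphorylation, 0.146 for protein transport and 0.0833 for kinases and phosphatases in HP/LC, and 0.325 for protein transport in LP/HC hypothalamus. After median centring, 46 genes of oxidative phosphorylation had a higher and 60 a lower mean in LP/HC hypothalamus.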

In both HP/LC and LP/HC conditions, shared KEGG/GO pathways within the hypothalamus include phosphate metabolism, oxidative phosphorylation, neural restructuring, apoptosis, and protein transport. Within the HP/LC condition, KEGG/GO pathways were specifically enriched for synaptic transmission, nucleotide processing, biopolymer modification, MAPK signaling pathway, circadian rhythm, long-term potentiation, and gap junction signaling in the hypothalamus. 

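Of 86 genes of synaptic transmission, 8 were higher and none was lower in HP/LC than in chow hypothalamus at an unadjusted p under 0.01, where 0.922 would be with no enrichment. Grm2 was 8.40 ± 0.173 (SD, n = 15) in HP/LC and 8.07 ± 0.29 (SD, n = 10) in chow offspring, a log2 difference of 0.33 (SE 0.0832, p = 0.000254), with the lowest chow mouse, 76, at 7.36 and the next at 7.92. The NMDA receptor subunit Grin2c was higher by 0.37 (SE 0.094, p = 0.000325), the GABA receptor subunit Gabrd by 1.37 (SE 0.419, p = 0.00213) and the vesicular glutamate transporter Slc17a7 by 1.53 (SE 0.507, p = 0.00438). The release factor Cplx1, the scaffold Shank3, Drd2 and the glutamate receptor Grm4 were higher by 0.19 to 0.39. Fisher's p was 3.92e-06 for the list (0.000204 after Bonferroni correction), 2 members passed when adjusted over the list alone, and camera gave an adjusted p of 0.446. The mean of 11 markers of thalamus and cortex, neighbouring brain regions, was higher by 0.39 (SE 0.142) in HP/LC and 0.09 (SE 0.142) in LP/HC than in chow hypothalamus. Most of this came from 2 of them, Slc17a7, which belongs to both lists, and the thalamic kinase gene Prkcd, at 1.29 (SE 0.428, p = 0.00454), with Rora at 0.37 (SE 0.147, p = 0.0153). The markers Tbr1, Fezf2 and Calb1 stood at -0.0115, -0.0316 and -0.00179, and the other 5 at 0.12 to 0.32 (camera adjusted p = 0.0045 for the 11 markers, and adjusted p = 0.942 with an estimated correlation).

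Of 46 genes of long-term potentiation, 3 were higher in HP/LC hypothalamus, which were Grin2c, the adenylate cyclase Adcy1 at 0.55 (SE 0.161, p = 0.00133) and the phospholipase Plcb4 at 0.20 (SE 0.0627, p = 0.00295), and all 3 passed when adjusted over the list alone. Of 50 gap junction genes, 3 were higher, Adcy1, Plcb4 and Drd2. Fisher's p was 0.0131 and 0.0164 for these lists (0.683 and 0.854 after Bonferroni correction). Among 28 circadian clock genes, Per3 was lower, at -0.20 (SE 0.0658, p = 0.00424), and Per2 stood at -0.21 (SE 0.0848, p = 0.0169), with Fisher's p = 0.261 for the list. Among 113 genes of purine metabolism, Adcy1 was higher and the adenylate kinase Ak4 lower, at -0.15 (SE 0.0543, p = 0.00725; Fisher's p = 0.342). Between HP/LC and LP/HC offspring, 3 synaptic genes were higher and 3 lower in hypothalamus (Fisher's p = 0.000925, and 0.0481 after correction), while gap junction, MAPK and clock genes had p = 0.483, 0.436 and 0.309. Without mouse 68, 8 synaptic genes were higher and 1 lower in HP/LC against chow (0.302 after correction), and without mice 86 to 95 only 1 was higher. The paper proposes that altered synaptic transmission and neural development after the HP/LC diet may lead to abnormal neural circuitry in the hypothalamus and so add to the disturbed metabolic balance of the adult.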

Within the LP/HC condition, hedgehog signaling was uniquely enriched (Supplementary Tables S1–S4). 

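Of 58 genes of hedgehog signaling, 28 had a higher and 30 a lower mean in LP/HC than in chow hypothalamus. The smallest p-values were those of BMP ligands, with Bmp7 at a log2 difference of -0.51 (SE 0.215, p = 0.0232), Bmp6 at -0.63 (SE 0.286, p = 0.0344) and Bmp5 at -0.46 (SE 0.212, p = 0.0357). Among the 18 core genes of the pathway, the co-receptor Cdon had the smallest p, at -0.18 (SE 0.0836, p = 0.036). In HP/LC hypothalamus, Scube2, which helps release the hedgehog ligand, was higher by 0.46 (SE 0.152, p = 0.00407), and Wnt5a was lower, at -0.28 (SE 0.0984, p = 0.00738). The list was lower as a group by camera in LP/HC (adjusted p = 0.000377, and adjusted p = 0.605 with an estimated correlation), at a median log2 difference of -0.00173 for its members, and in HP/LC hypothalamus (adjusted p = 0.0477, and adjusted p = 0.959 with an estimated correlation). In LP/HC this call is relative to the other genes, as camera tests it, since the median over all probe sets was 0.0532. Most of that shift came with the array of mouse 68, whose median was 7.49. The middle array median was 6.648 in LP/HC and 6.652 in chow hypothalamus. Without mouse 68, camera called 9 lists in LP/HC hypothalamus and 0 with an estimated correlation, and the values of the single lists are not given here. After quantile normalization or median centring that median was 0.0124 or 0.0117, and 33 or 36 of the 58 genes had a lower mean. The difference between HP/LC and LP/HC offspring had a camera adjusted p of 0.408. In LP/HC hypothalamus, markers of choroid plexus and of stellate cells and fibrosis, which mark connective tissue, had a lower mean in 7 of 10 and 15 of 18 genes. Camera gave them adjusted p-values of 0.00445 and 2.55e-08 (adjusted p = 0.308 and 0.382 with an estimated correlation).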

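Ebf1 was 9.14 ± 0.129 (SD, n = 15) in HP/LC and 9.10 ± 0.155 (SD, n = 10) in chow hypothalamus. This is a log2 difference of 0.04 (SE 0.075), with 10 of 15 HP/LC mice above the chow mean, and smaller than the spread between mice (limma p = 0.596, adjusted p = 0.998; permutation test with 100000 resamples, two-sided p = 0.488). The other 4 probe sets of Ebf1 stood at 0.02 (p = 0.852), 0.01 (p = 0.937), 0.00167 (p = 0.989) and -0.07 (p = 0.25). In LP/HC hypothalamus Ebf1 was at 0.03 (p = 0.723), and in HP/LC liver at -0.24 (p = 0.388). The difference in HP/LC hypothalamus was -0.04 among mice 67 to 77 and -0.02 with 4 runs of mouse numbers as terms.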

At FDR < 0.05, only *Ebf1* was significant for the HP/LC condition within hypothalamic tissue. *Ebf1* encodes Early B Cell Factor 1, a transcription factor regulating peroxisome proliferator-activated receptor gamma. Importantly, it has been linked to childhood obesity and neuronal differentiation (Moreno and Bronner-Fraser, 2005; Jimenez et al., 2007; Comuzzie et al., 2012).

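In liver, genes that bind or unwind RNA went in both directions. Of 191 genes of RNA processing, 5 were higher and 5 lower in HP/LC than in chow offspring at an unadjusted p under 0.01, among them the helicases Dhx9 at a log2 difference of -0.28 (SE 0.0747, p = 0.000559) and Ddx56 at 0.18 (SE 0.0577, p = 0.00358). LP/HC liver had 2 higher and 2 lower, with Hnrnpr at 0.15 (SE 0.046, p = 0.0019) and Rbm15, which guides RNA methylation, at -0.16 (SE 0.0517, p = 0.00375). Of 350 kinases and phosphatases, 9 were higher and 1 lower in HP/LC liver, among them the receptor phosphatase Ptprs at 0.26 (SE 0.0715, p = 0.000822), and 5 were higher and 8 lower in LP/HC liver. The calmodulin kinase Camk1 was higher by 0.20 on both diets (SE 0.0564 and 0.0572), and Pik3cb was lower in LP/HC, at -0.24 (SE 0.0776). Of 115 cell cycle genes, 2 were higher and 2 lower in HP/LC liver, where Mad2l2 was higher by 0.51 (SE 0.134, p = 0.000536). None was higher and 7 were lower in LP/HC liver, among them Wee1, the replication factor Cdc6 at -0.46 (SE 0.113, p = 0.000226) and the checkpoint kinase Atr at -0.24 (SE 0.0628, p = 0.000483), and 3 passed when adjusted over the list alone. Of 28 circadian clock genes, 3 were higher and 2 lower in HP/LC liver, and 5 passed when adjusted over the list alone. Clock was higher by 0.27 (SE 0.0784, p = 0.00155) and the nuclear receptor Nr1d1 by 0.50 (SE 0.152, p = 0.00202; above the chow mean in 15 of 15 mice), while Per2 and Wee1 were lower.

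Fisher's p in HP/LC and LP/HC liver was 0.0317 and 0.635 for RNA processing, 0.452 and 0.0581 for kinases and phosphatases, and 0.365 and 0.0161 for cell cycle genes, none of which passed Bonferroni correction over 52 lists. The clock list in HP/LC liver had p = 0.000766 (0.0398 after correction), and camera gave an adjusted p of 0.0144 (adjusted p = 0.465 with an estimated correlation). With the methods' t-test, RNA processing passed correction in HP/LC liver (13 higher, 5 lower; 0.0182). Without mice 86 to 95, 1 clock gene was higher in HP/LC liver (p = 0.16), no gene of RNA processing passed, and with dim probe sets left out the corrected p of the clock list was 0.105.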

The liver transcriptome pathway analysis showed differential gene expression for RNA processing, phosphate metabolism, cell cycle, and circadian rhythm in both nutritionally modified states. 

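Of 113 genes of purine metabolism, 5 were higher and 2 lower in HP/LC than in chow liver at an unadjusted p under 0.01. The purine nucleoside phosphorylase Pnp was higher by 0.23 on the log2 scale (SE 0.0728, p = 0.00277) and the ribonucleotide reductase subunit Rrm1 by 0.24 (SE 0.076, p = 0.00334), while the phosphodiesterase Pde3b was lower, at -0.17 (SE 0.0481, p = 0.000867; below the chow mean in 15 of 15 mice). In LP/HC liver 1 member was higher, which was Pnp, and 3 were lower, among them the guanine deaminase Gda at -0.26 (SE 0.0738, p = 0.0012). Of 89 genes of DNA damage response and repair, 5 were higher and none was lower in HP/LC liver, among them Mnat1 at 0.21 (SE 0.0613, p = 0.00144), the glycosylase Neil1 at 0.31 (SE 0.0919, p = 0.00187) and the recombination factor Xrcc3 at 0.43 (SE 0.128, p = 0.00192). In LP/HC liver none was higher and 2 were lower, the checkpoint kinases Atr and Chek1, the latter at -0.42 (SE 0.145, p = 0.00618). Of 55 apoptosis genes, Fadd and the caspase gene Casp6 were higher in HP/LC liver, by 0.29 (SE 0.0976) and 0.23 (SE 0.082), and Casp6 was higher in LP/HC by 0.29 (SE 0.0832). Fisher's p in HP/LC liver was 0.031 for purine metabolism, 0.0881 for DNA damage and 0.431 for apoptosis, and none passed Bonferroni correction. The LP/HC values were 0.256, 0.605 and 0.357. Of 118 Reactome genes of DNA Repair, 9 were higher and 1 lower in HP/LC liver (p = 0.0012, and 1 after correction over 894 pathways). Between HP/LC and LP/HC liver, 3 purine genes and 5 DNA damage genes were higher in HP/LC and none was lower (Fisher's p = 0.593 and 0.0935). Camera called the DNA damage list in that comparison (adjusted p = 0.0292, and adjusted p = 0.666 with an estimated correlation). Without mice 86 to 95, no purine or apoptosis gene and 1 DNA damage gene passed p under 0.01 in HP/LC against chow.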

Purine metabolism, apoptosis, response to DNA damage stimulus and DNA repair within the liver were uniquely enriched within the HP/LC diets. 

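Of 259 genes of protein transport, 1 was higher and 10 were lower in LP/HC than in chow liver at an unadjusted p under 0.01, among them Sec31a and Sec23b, coat proteins of vesicles that leave the endoplasmic reticulum, at log2 differences of -0.21 (SE 0.0579, p = 0.000664) and -0.18 (SE 0.055, p = 0.00195), and the Golgi adaptor Gga2 at -0.30 (SE 0.0897, p = 0.00208). HP/LC liver had 5 higher and 1 lower, among them Timm17a at 0.14 (SE 0.0439) and Rab3a at 0.245 (SE 0.0766). Of 58 hedgehog signaling genes, 1 was higher and 4 were lower in LP/HC liver, with Hhip, which binds and inhibits hedgehog ligands, at -0.585 (SE 0.168, p = 0.00123; below the chow mean in 14 of 14 mice), and the Wnt ligands Wnt5b at -0.56 (SE 0.166, p = 0.00171) and Wnt9a at -0.36 (SE 0.126, p = 0.00659). Of 72 embryonic patterning factors, the BMP signal transducer Smad1 and the ligand Ihh were higher, by 0.215 (SE 0.0682, p = 0.00306) and 0.31 (SE 0.11, p = 0.00807), and Smad2 was lower, at -0.20 (SE 0.0625, p = 0.00295).

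Fisher's p in LP/HC liver was 0.0355 for protein transport, 0.0102 for hedgehog signaling (0.528 after Bonferroni correction) and 0.225 for patterning factors, and 2 hedgehog genes passed when adjusted over the list alone. Camera gave hedgehog signaling an adjusted p of 0.62, at a median log2 difference of 0.00182 and a mean of -0.00871. Of 102 genes of the Reactome pathway Signaling by Hedgehog, none was higher and 2 were lower (p = 0.678). Between HP/LC and LP/HC liver, 9 transport genes were higher in HP/LC and 1 was lower (Fisher's p = 0.166), and camera called the list (adjusted p = 0.049, and adjusted p = 0.666 with an estimated correlation), while 4 hedgehog genes were higher in HP/LC and none lower (Fisher's p = 0.0716). Without mice 86 to 95, 2 hedgehog genes were lower and none was higher in LP/HC liver (p = 0.179).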

Several pathways enriched among the genes altered by the LP/HC diet within the liver include biopolymer modification, cellular protein localization/transport, embryonic development, and hedgehog signaling (Supplementary Tables S1–S4). A notable proportion of genes within the enriched pathways in liver are related to the biological clock, including *Wee1*, *Per2* and *Slc5a6*, each previously reported to be associated with the development of metabolic syndrome (Englund et al., 2009; Bechtold et al., 2010; He et al., 2016). Both *Wee1* and *Per2* had an FDR of <5%, while *Slc5a6* had an FDR of 0.056, all representing top DEGs in liver. 

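In LP/HC liver, 9 of 28 circadian clock genes were lower and 2 were higher than in chow at an unadjusted p under 0.01, where 0.637 would be with no enrichment. Of the 12 list genes that rise through the light phase in mouse liver, 7 were lower and none was higher, and 9 passed when adjusted over the list alone. Among them were Per3 at a log2 difference of -0.77 (SE 0.254, p = 0.00435), the deubiquitinase Usp2 at -0.76 (SE 0.221, p = 0.00146), and the related factors Tef at -0.28 (SE 0.092, p = 0.00395), Dbp at -0.24 (SE 0.08, p = 0.00544) and Hlf at -0.20 (SE 0.072, p = 0.00693). The repressor Cry2, on the clock list only, stood at -0.21 (SE 0.073, p = 0.00577). Of the 5 genes that fall through the light phase, 2 were higher and none was lower, with Npas2, a partner of Bmal1, at 1.10 (SE 0.309, p = 0.00104) and Clock at 0.25 (SE 0.0796, p = 0.00306), while Bmal1, named Arntl on the array, was at 0.69 (SE 0.293, p = 0.0233). In HP/LC liver 1 rising gene, Nr1d1, was higher and 2 were lower, and Npas2 was higher by 0.895 (p = 0.00554). Fisher's p in LP/HC liver was 1.13e-11 for the clock list and 2.16e-09 for the rising genes (5.86e-10 and 1.12e-07 after Bonferroni correction). Camera called both lists lower (adjusted p = 1.26e-05 and 3.6e-10, and adjusted p = 0.0222 for each with an estimated correlation), and fry gave an adjusted p of 0.00493 for each. The lists hold Per2, Wee1 and, in the clock list, Slc5a6, which the paper picked on these samples, so these tests are not independent of its choice.

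The mean of the rising genes differed between LP/HC and chow liver by -0.417 (SE 0.106). It was -0.31 among mice 48 to 66 and -0.32 among mice 67 to 77, while mice 86 to 95 include no chow mouse and those numbered above 100 only chow mice. In HP/LC liver the difference was -0.18 (SE 0.105), with 0.03 and -0.115 in the same 2 runs. Without mice 86 to 95, 4 clock genes were lower and none was higher in LP/HC liver (0.0249 after correction), and camera's adjusted p was 0.0581 with an estimated correlation, as against 0.097 when dim probe sets were left out. The paper proposes that circadian and metabolic pathways may be major effectors of the metabolic outcome of altered maternal diets, and points to the known dependence of Slc5a6 on Clock and Bmal1.

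**Figure D2:**
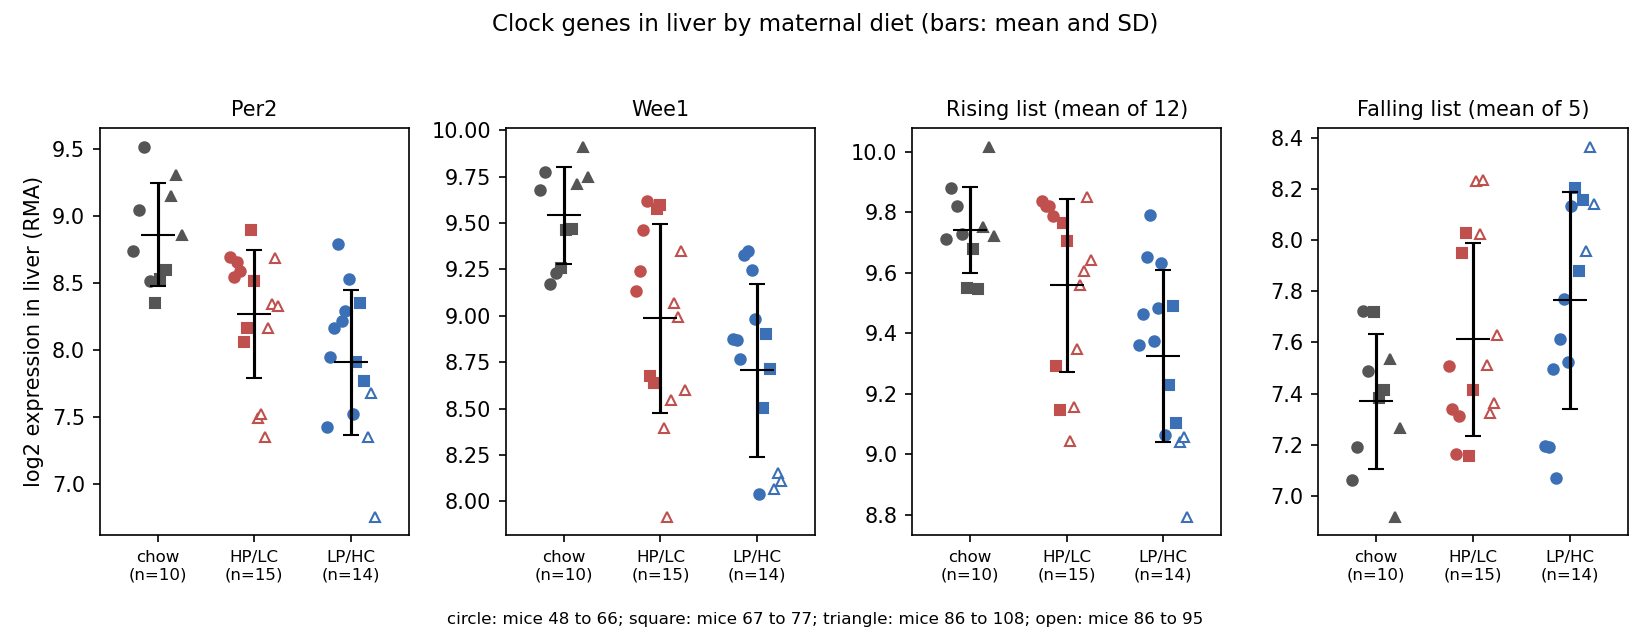
Log2 expression in liver of Per2 and Wee1, and mean log2 expression of the 12 clock genes that rise and the 5 that fall through the light phase, with 1 point per mouse by maternal diet. Bars give the mean and SD, marker shape the run of mouse numbers, and open markers mice 86 to 95. Per2 is lower in LP/HC (7.91 ± 0.539) than in chow mice (8.86 ± 0.385).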

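Per2, a repressor of the clock, was lower in LP/HC liver (n = 14) than in chow liver (n = 10), with all 14 mice below the chow mean. The log2 difference was -0.95 (SE 0.192), a fold of 1.94 (limma p = 1.38e-05, adjusted p = 0.130). Wee1, a kinase that delays entry into mitosis, was 8.71 ± 0.47 (SD) in LP/HC and 9.54 ± 0.26 (SD) in chow liver, at -0.83 (SE 0.177, p = 3.12e-05, adjusted p = 0.141; 14 of 14 mice below the chow mean). Slc5a6, a biotin transporter, was 7.02 ± 0.37 and 7.59 ± 0.154, at -0.57 (SE 0.121, p = 3.12e-05, adjusted p = 0.141). Adjusted over the list of genes the paper names, which is not independent evidence, all 3 had p = 0.000239, and permutation tests with 100000 resamples gave two-sided p = 5e-05, 8e-05 and 0.00019. For HP/LC liver, Per2 was 8.27 ± 0.48 (SD, n = 15), at -0.59 (SE 0.19, p = 0.00324, adjusted p = 0.383), and Wee1 was 8.99 ± 0.509, at -0.55 (SE 0.175, p = 0.00299, adjusted p = 0.376). Slc5a6 was at -0.16 in HP/LC liver (SE 0.119, p = 0.178), and it was higher in HP/LC than in LP/HC liver by 0.40 (SE 0.108, p = 0.000595).

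Within the runs of mouse numbers 48 to 66 and 67 to 77, Per2 differed between LP/HC and chow liver by -0.84 and -0.48, Wee1 by -0.53 and -0.69, and Slc5a6 by -0.47 and -0.53. For HP/LC against chow, the values were -0.33 and -0.08 for Per2, -0.10 and -0.275 for Wee1, and 0.02 and -0.25 for Slc5a6. The other runs hold either no chow mouse (86 to 95) or chow mice only (above 100). Without mice 86 to 95, Per2 in HP/LC liver was at -0.35 (p = 0.0507) and Wee1 at -0.30 (p = 0.0721).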

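Ndrg1, a gene of stress and differentiation, was higher in liver on both maternal diets. It was 9.43 ± 0.369 (SD, n = 14) in LP/HC and 8.66 ± 0.185 (SD, n = 10) in chow liver, a log2 difference of 0.765 (SE 0.176), with 14 of 14 mice above the chow mean (limma p = 9.15e-05, adjusted p = 0.188; permutation test, two-sided p = 3e-05). The HP/LC value was 9.25 ± 0.589 (SD, n = 15), a difference of 0.59 (SE 0.173, p = 0.00164, adjusted p = 0.343) with 14 of 15 mice above the chow mean. Pparg, the receptor that drives adipocyte formation, was lower in LP/HC liver, at -0.43 (SE 0.129, p = 0.00187, adjusted p = 0.432; 14 of 14 mice below the chow mean), and stood at -0.23 (SE 0.127, p = 0.0796) in HP/LC liver. No probe set is named Rorc, the gene of RAR-related orphan receptor gamma, in the annotation used here, so no value is given for it. Among mice 48 to 66 and 67 to 77, the LP/HC difference of Ndrg1 was 0.59 and 0.83, and the HP/LC difference 0.28 and 0.75, while no other run holds both chow mice and mice of a diet. Without mice 86 to 95, Ndrg1 was higher in HP/LC liver by 0.47 (p = 0.0249).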

Additional top liver DEGs at FDR < 5% are *Ndrg1* and *Rorγ* (Supplementary Tables S5–S8). *Ndrg1* (*N*-Myc Downstream Regulated 1) has been shown to promote the differentiation of adipocytes from precursor cells through the induction of *Pparγ* (peroxisome proliferator-activated receptor) expression (Cai et al., 2017). A single nucleotide polymorphism (SNP) within *Rorγ* (RAR-related orphan receptor gamma) has been implicated in potentially contributing to T2DM susceptibility (Wang et al., 2003). Another study also demonstrated several SNPs within *Rorγ* to be associated with obesity in cattle (Barendse et al., 2006).

Across the dietary groups and the two tissues, consistent pathways include circadian rhythm, phosphate metabolism, RNA processing, cell cycle/apoptosis, and embryonic development.

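Some genes differed more between maternal diet and chow in liver than in hypothalamus. For LP/HC, the difference in liver minus that in hypothalamus was -0.41 (SE 0.082, p = 3.38e-06) for Srm, -0.845 (SE 0.186, p = 2.05e-05) for Wee1 and -0.94 (SE 0.211, p = 2.7e-05) for Per2, whose hypothalamus differences were 0.01 and -0.01. Slc5a6 was at -0.645 (SE 0.15, p = 4.83e-05) and Ndrg1 at 0.86 (SE 0.205, p = 7.63e-05). For HP/LC, the smallest p-values included those of Id1, at 0.79 (SE 0.188, p = 7.3e-05), Ppp1r3c, at 0.66 (SE 0.159, p = 9.53e-05), and Fabp7, at -1.04 (SE 0.258, p = 0.000131), while Wee1 was at -0.45 (p = 0.0166) and Per2 at -0.38 (p = 0.0715). In a limma fit over both tissues, 0 probe sets had an adjusted p under 0.05 for the interaction of tissue with either diet, with 2217 for HP/LC and 2677 for LP/HC at an unadjusted p under 0.05. At an unadjusted p under 0.01 there were 450 and 600, and with the mouse as a block over the 39 mice with both arrays 754 and 593, again with 0 at the adjusted threshold (3214 and 2633 at an unadjusted p under 0.05). The smallest adjusted p-values without the block were 0.852 and 0.152. Of 200 probe sets given an interaction of tissue with LP/HC of 1 on the log2 scale in simulated data, with the spread of the arrays other than mouse 68's in hypothalamus, 93.5% passed. The interaction with HP/LC was not simulated, and the simulated values were independent, with no batches, so this share may be too high for the real arrays.

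Embryonic patterning factors had Foxa3 higher by 0.28 (SE 0.0834) and Wnt5a lower in HP/LC hypothalamus (Fisher's p = 0.18), and the smallest p at Bmp7 in LP/HC hypothalamus and at Foxa2, -0.27 (SE 0.105, p = 0.0138), in HP/LC liver. In hypothalamus, RNA processing had Srsf10 lower, at -0.20 (SE 0.0598, p = 0.00194), in HP/LC, and Rbm19 higher, by 0.24 (SE 0.0848, p = 0.00745), in LP/HC offspring (Fisher's p = 0.874 and 0.883). Of the cell cycle genes, Cdc25b was lower in LP/HC hypothalamus, at -0.18 (SE 0.0658, p = 0.0087). Whether list counts differ between tissues was not tested.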

## Discussion

Our study showed that maternal diets with abnormal nutritional compositions such as HP/LC or a LP/HC diet led to developmental differences, which persisted into adulthood affecting glucose metabolism, body weight, adiposity and gene expression levels in the hypothalamus and liver. Male offspring from mothers exposed to LP/HC diet showed a significantly reduced birth weight, which persisted at weaning (day 28) and up to 10 months of age. Male offspring from the HP/LC group trended toward a higher birth weight, and had a significantly higher body weight at weaning and increased adiposity at 5 months. Additionally, both sets of offspring were found to have an impaired ability to clear glucose in adulthood. The IPGTT conducted in HP/LC and LP/HC litters resulted in a significantly higher AUC for both groups compared with control. Interestingly, the LP/HC diet presented offspring with reduced baseline insulin and glucose levels, whereas the HP/LC diet had a reduced insulin response 30 min after glucose exposure. This led us to investigate what genes and pathways might underlie these phenotypic differences in the offspring. We found diet- and/or tissue-specific genes and pathways (e.g., gap junction in hypothalamus and purine metabolism in liver for HP/LC, neuronal pathways for both diets in hypothalamus, hedgehog signaling for LP/HC in both tissues), as well as shared pathways across tissues and diets (e.g., cell cycle and circadian rhythm).

There is a well-cataloged history of studies exploring the effects of maternal diet alterations on diseases in adult offspring, specifically within the context of metabolic perturbations (Langley-Evans et al., 1994; Rees et al., 2000; Daenzer et al., 2002; Zambrano et al., 2006). Previous reports have associated both maternal high- and low-protein diets with increased blood pressure, while maternal LP diet results in reduction of body weight in offspring (Jahan-Mihan et al., 2015). Our results indicate that the inadequacy of the low protein maternal diet induces low birth weight and lower body weights throughout life but no difference in adiposity. Additionally, consistent with our previous findings, LP/HC offspring had diminished glucose clearance rates (Bhasin et al., 2009). The HP/LC maternal diet outcomes indicated that too much stimulation of the nutrient-sensing pathways *in utero*, while not resulting in higher birth weights, did result in higher body weight at weaning, and higher adiposity and glucose intolerance in adulthood. There are conflicting results regarding the physiological impact of increased maternal protein intake on offspring in previous studies. One study exploring high protein maternal diet on offspring reported no change in body weight, degree of adiposity, or glucose intolerance (Thone-Reineke et al., 2006), while another reported a reduction in body weight with an increase in adiposity (Daenzer et al., 2002). Differences in results may be due to variations in maternal dietary composition, specifically the ratio of protein to complementary nutrients and the total energetic intake; one diet had a protein to carbohydrate ratio of 1.12 while the other was 0.91. Our study utilized a protein-carbohydrate ratio of 0.35, which is significantly lower than the other two studies and may contribute to the variation in results recorded by different groups.

In our study, we essentially found a U-shaped curve in terms of the relationship between maternal protein intake and glucose tolerance in the offspring’s adult life. It is predicted that optimal levels for many essential nutrients follow a U-shaped curve: levels that are too low as well as too high result in detrimental health outcomes. Sufficient vitamin A, for instance, is essential in pregnancy to prevent diaphragmatic hernia in the fetus (Clugston et al., 2010), but excess vitamin A results in cleft palate (Ackermans et al., 2011). High protein diets have been advocated as a way to achieve weight loss or prevent weight gain in humans, and our findings suggest that this type of diet, while effective in preventing weight gain, would not be beneficial to the developing offspring. Furthermore, the HP/LC diet resulted in high baseline glucose levels compared with controls at 10 months of age. Therefore, the current trend of providing high protein to low birth weight infants in Neonatal Intensive Care Units (Hay and Thureen, 2010) to combat postnatal growth restriction, may have far reaching implications to these infants that may prove detrimental toward subsequently developing glucose intolerance, and needs close monitoring upon follow-up.

Our hypothalamic transcriptome and pathway analyses in the offspring indicate alterations in tissue gene programming, likely through the developmental consequences resulting from embryonic nutritional imbalances, that connects maternal diet with long-term physiological outcomes in offspring. Key hypothalamic pathways such as synaptic transmission, neural restructuring and neural development were particularly altered by the HP/LC maternal diet suggesting that these pathways may lead to abnormal neural circuitry in the hypothalamus, which plays a key role in energy balance, ultimately contributing to dysregulation of metabolic homeostasis including increased fat storage and glucose intolerance in adulthood. These findings corroborate a recent study where a high fat maternal diet led to significant alterations in hypothalamic gene expression, resulting in a disruption of regular hypothalamic circuitry through ECM and dopamine availability pathway perturbations (Barrand et al., 2017). While the pathways are not the same between maternal diets, they all reflect changes in neuronal signaling due to maternal dietary alterations. In addition, mitochondrial dysfunction, specifically with regard to oxidative phosphorylation within the hypothalamus has been reported to be associated with neurodegeneration and anorexia in anx/anx mice (Lindfors et al., 2011). This seems to link with our data showing enrichment of oxidative phosphorylation pathways within hypothalamic tissue for both diets and the development of feeding aberrations observed in a previous study (Lindfors et al., 2011). Finally, our finding that *Ebf1* expression is significantly altered by HP/LC maternal diet is suggestive of a metabolic disorder and dysregulation of neural development, as previous studies have linked this gene with childhood obesity and neuronal differentiation (Moreno and Bronner-Fraser, 2005; Comuzzie et al., 2012).

In the liver, circadian rhythm and metabolic pathways such as phosphate metabolism and metabolic regulation were prominent, indicating that these pathways may be major effectors of metabolic syndrome outcomes due to altered maternal diets. Our findings that a number of circadian rhythm related pathways (Table 1), including rhythmic processes and transcriptional regulation via *Per2*, are altered within hepatic tissue under a LP/HC maternal diet is an interesting outcome of the current study and is supported by previous work done in intrauterine growth restricted male rat models (Freije et al., 2015). Additionally, physiological evidence directly supports the role of circadian rhythm dysregulation in increasing the risk for obesity, type 2 diabetes, and other metabolic syndrome traits (Blattler et al., 2012), thus supporting our physiological findings. Notably, around 10% of transcripts oscillate diurnally within the liver (Panda et al., 2002), many of which are involved in energy homeostasis and metabolism, further supporting the potential pathophysiological repercussions of hepatic circadian dysregulation. Furthermore, the expression of *Slc5a6*, a biotin transporter, is dependent on cell autonomous circadian clock genes *Clock* and *Bmal1* (He et al., 2016). Notably, biotinylation is an essential posttranslational modification of a number of mammalian carboxylases, including acetyl-CoA carboxylase, which has been linked to non-alcoholic fatty liver disease (Tessari et al., 2009).

We also report the alteration of MAPK (for HP/LC) and hedgehog (for LP/HC) signaling pathways, both of which have been previously linked with the facilitation of insulin signaling. Disruption of insulin production or transduction of its signal is intimately associated with generation of metabolic syndrome (Guo, 2013). More specifically, our data suggests that the HP/LC maternal diet disrupts the MAPK activity within the hypothalamus. MAPK facilitates hypothalamic insulin signaling involved in determining the organism’s energy and nutrient homeostasis (Mayer and Belsham, 2009; Schultze et al., 2012). The hedgehog-signaling pathway was predominantly affected by the LP/HC condition for both the liver and hypothalamus. The activation of this pathway is highly correlated with the severity of liver damage in patients with non-alcoholic fatty liver disease and is closely linked with hepatic repair mechanisms. Additionally, hedgehog perturbation is involved in both congenital and adult onset metabolic syndrome (King et al., 2008; Choi et al., 2011; Guy et al., 2012).

We acknowledge that this is a discovery study and the findings provide the framework for future avenues of investigation. In particular, pathohistological and structural analysis of both the hypothalamus and liver tissues are necessary to show association between the highlighted pathways/genes and tissue pathology. Additionally, protein level assays and perturbation experiments are necessary to validate the functional and physiological outcomes of the potential causal genes highlighted by our current study. Moreover, it would be interesting to explore further the classification of adiposity and the relevant abundance of white versus brown adipose tissue. This would help characterize more precisely the effects of nutritional perturbation on adipogenesis. A potential limitation of this study is a lack of further validation of our Affymetrix data via RT-PCR, although the validity of microarrays has been highly supported in the literature (Morey et al., 2006; Wang et al., 2006). Additionally, our study mainly focused on identifying the pathways perturbed by diets instead of individual DEGs. The reliability for the significant pathways is high because the random chance to have multiple significant DEGs from the same pathway is extremely low.

Overall, the prevalence of metabolic disorders such as T2DM and metabolic syndrome in modern societies is growing and the etiology is clearly complex, involving diet, physical activity, and possibly endocrine disrupting chemicals in the environment (De Coster and van Larebeke, 2012). Here, we demonstrate that either a deficiency or an excess of protein in early life can result in adverse effects on metabolic outcomes in adulthood, especially with respect to glucose intolerance and T2DM-like phenotypes. Importantly, these early life perturbations altered gene pathways in adulthood, which may underlie the observed metabolic dysregulation, although the cause and effect relationship remains to be further explored. Our unique study design directly comparing the effects between low and high protein maternal intake on both metabolic phenotypes of the offspring and multi-tissue transcriptomes offers a comprehensive understanding of the role of maternal protein imbalance in metabolic health. Based on our findings, a balanced approach to maternal and postnatal nutrition toward achieving optimal outcomes is necessary for a normal physiological phenotype in the offspring.

## Author Contributions

LJM designed and conducted the experiments, researched the data, analyzed all the data, and drafted the manuscript. QM, SL, and CP analyzed the gene expression data. MB analyzed and summarized all the data, and wrote the manuscript. SX and WT conducted the experiments. JW researched and analyzed the data. SD developed experimental design and assisted in phenotypic experiments and interpretation. AJL developed the experimental design. XY supervised the data analysis and manuscript writing. All authors reviewed and edited the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

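The 79 arrays came from 40 male mice aged 10 months, of which 39 gave both tissues. Hypothalamus had 10 chow, 15 HP/LC and 15 LP/HC mice, and liver 10, 15 and 14. The diet, tissue and number of each mouse were taken from the sample labels, and the composition of the diets from the paper, whose carbohydrate percent for chow differs from that of the series description.

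The authors deposited log2 values per probe set, which their processing notes say were made with GCOS and RMA, without versions. Background correction, normalization and summary of probes were therefore done before deposit, the probe-level intensities were not used, and the values were not scaled again except in named alternatives. The 64 control probe sets were left out of the tests. Symbols came from the annotation table of the array, of which 34741 probe sets were matched by Entrez number, and 18193 genes were represented by the probe set with the highest mean over the arrays of the tissue. No probe set carries the symbol Rorc, so it has no value. Probe sets that share a gene are not independent, and intervals cover the spread between mice only.

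Each tissue was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per diet, a shared variance over the 3 groups moderated across 45037 probe sets, and 3 comparisons: each diet with chow, and HP/LC with LP/HC. P-values were two-sided and adjusted by Benjamini-Hochberg over all probe sets of a comparison, with a threshold of 0.05. An unadjusted p of 0.01, the paper's threshold, was used for counts and for gene lists. The paper's own method, Student's t-test of each diet against chow, was run with Benjamini-Hochberg adjustment and with Storey's q-value, whose share of unchanged probe sets came from a spline with 3 degrees of freedom over lambda from 0.05 to 0.95. Genes the paper names also had a permutation test with 100000 resamples.

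The genes named per comparison with chow were those the paper names, the 10 with the smallest p in each direction, and up to 3 members with the smallest p of each list described. For HP/LC against LP/HC and for the difference between tissues, 5 per direction were named. Gene names in the paper's Tables S1 to S4 had been read when this rule was written. Further members of the clock and synaptic lists, the markers of thalamus and cortex, Apcdd1 and the genes of mice 86 to 95 were chosen after their values were seen.

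Gene lists were tested in 3 ways. Over-representation among genes at an unadjusted p under 0.01 used Fisher's one-sided test with Bonferroni correction over 52 lists, and the same test over 894 Reactome pathways of the fgsea 1.28.0 package. Shifts used camera with a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. Rotation tests used fry. The paper's KEGG and GO queries through DAVID were not repeated, since those databases were not at hand. The paper's Tables S5 to S8 were also not at hand, and the gene cells of Tables S2 to S4 were shortened in the copy used, so that only Table S1 was compared gene by gene.

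Arrays of the 2 tissues were taken as paired where the labels give the same mouse. Over the 500 most variable probe sets, after removal of diet means, the correlation of a mouse's liver and hypothalamus had a median of 0.0828 over 39 mice (lowest -0.298), against 0.000669 between different mice, and the best match of 4 of 39 liver arrays was the hypothalamus of the same mouse. The interaction of tissue and diet was fitted over all arrays, and again with the mouse as a block. The tests were tested on simulated data with the means and spreads of each tissue, the hypothalamus array of mouse 68 left out, and 100 probe sets changed at each of 2 sizes. At a change of 0.5 on the log2 scale, 86% and 87% of them passed the adjusted threshold in hypothalamus and 66% and 65% in liver, and the share of false calls was 3.65% to 5.92%. Such data have independent probe sets and no batches, which the arrays do not, and the hypothalamus fits with 0 calls include mouse 68. These shares may therefore be too high for the real comparisons, which was not tested.

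The alternatives were the methods' t-test, 2 groups only in the fit, quantile normalization, median centring, a filter on dim probe sets, 1 probe set per gene, the run of mouse numbers as a covariate (3 runs, the third joining mice 86 to 95, which include no chow mouse, with the chow mice above 100), array quality weights and a mean-variance trend. For gene lists, the overlap of the diets and the interaction, the alternatives were an estimated correlation, separate sets of 5 chow mice for each diet over 100 draws, and the mouse as a block. Added after seeing the data were fits without the hypothalamus array of mouse 68, without mice 86 to 95, without both, the t-test without mouse 68, with 4 runs of mouse numbers, with means of consecutive-numbered mice, and with the mean of thalamus and cortex markers as a term. The weighing of technical and biological explanations covers 3 patterns. The synaptic pattern was picked after the mean of the thalamus and cortex markers was seen to be higher in HP/LC mice, while the count its test measures had not been seen. A planned weighing of the array of mouse 68 was replaced by it and left untested. Each comparison was set beside 100 splits of the mice into groups of the same sizes, the real one included.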

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

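Tests on mice 86 to 95, the falling minus rising clock measure, the marker term and the 4 runs of mouse numbers were chosen only after the result was seen.

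One chow sample stood far from the other 9 for 4 of 82 gene and tissue groups tested, where chance alone would give 4.1 (1 in 20). In hypothalamus, Grm2 was 7.359 in chow mouse 76, with the next chow mouse at 7.915. In liver, Agxt was 11.88 in chow mouse 77, with the next at 12.29. A single chow mouse, numbered above 100, had the highest liver values of Nampt, 10.32 with the next at 9.733, and of Nobox, 3.504 with the next at 3.248.

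The clock genes that rise through the light phase were lower in LP/HC than in chow liver, with a mean log2 difference of -0.417 (SE 0.106). The difference was -0.348 (SE 0.0982) with 4 runs of mouse numbers as terms and -0.343 (SE 0.115) with the 3' minus 5' signal of Gapdh and Actb as terms, so neither the runs nor RNA quality as measured by these probes accounts for the whole of it. Genes that fall through the light phase had a difference of 0.39 (SE 0.153), but 0.29 (SE 0.15) without mice 86 to 95 and 0.13 among mice 48 to 66, and falling minus rising genes, which include the change that prompted the test, 0.81 (SE 0.248), as a delayed clock in LP/HC mice, or their earlier dissection, would give. The time of day of each mouse is not in the labels, so a shifted clock and an order of dissection by diet could not be separated, and the maternal diet as the source stays a hypothesis. In 100 splits of the mice, which exchange mice of all runs, the real one called 11 genes of the clock list and the highest other 3 (1 split as large). That is the smallest share the test can give. The list holds Per2, Wee1 and Slc5a6, which the paper picked on these samples, so the real split was favoured. Chance alone is thus unlikely but not excluded there. Without mice 86 to 95 the count was 4, with the highest other at 5 and 4 splits as large, which is a narrow margin.

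Liver arrays of mice 86 to 95 differed from those of the other HP/LC and LP/HC mice at 9941 probe sets. With the 3' minus 5' terms 4922 of these (49.5%) still differed, which leaves RNA quality open as part of the source. The differences had a correlation of 0.701 between HP/LC and LP/HC mice, as a batch shared by consecutive numbers would give. A shared litter or cage would not, since the paper fed each dam a single diet and caged weaned pups by maternal diet. In hypothalamus without mouse 68 the correlation was 0.134, and 998 probe sets differed. Without these mice, 230 probe sets differed between HP/LC and chow at an unadjusted p under 0.01, and 44 of 100 splits gave as many (highest 874), so the diet and the group of mice cannot be told apart for these calls, since the group holds 7 of 15 HP/LC mice and no chow mouse. Of the 1130 HP/LC calls, 116 had a p under 0.01 without these mice and all 1130 the same direction, which selection on the same data partly fixes.

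In HP/LC hypothalamus, 8 of 86 synaptic genes were higher at an unadjusted p under 0.01, and the mean of 11 markers of thalamus and cortex was also higher. The higher mean came mostly from Prkcd and Slc17a7, the latter also a synaptic gene. With that mean as a term, 1 of the 8 synaptic genes, Grm2, still passed (log2 difference 0.36, SE 0.0917), while Grin2c, at 0.245 (SE 0.0921, p = 0.0112), and Drd2, from 0.27 (SE 0.0921) to 0.24 (SE 0.102), lost the threshold but kept most of their difference. Gabrd went from 1.37 (SE 0.419) to 0.44 (SE 0.284), and Cplx1, Shank3 and Grm4 also lost most of theirs, as more thalamus or cortex in some HP/LC dissections would give. Slc17a7 went from 1.53 (SE 0.507) to 0.36 (SE 0.265, p = 0.18) when left out of the markers, where 2 of the 8 passed, and of the cortical markers Tbr1, at -0.0115 (SE 0.308), and Fezf2, at -0.0316, were not higher, while Mef2c, at 0.28 (p = 0.0335), Neurod6, Neurod2 and Lamp5 had higher means. Whether tissue from thalamus or cortex or a diet effect on the same genes is the source stays open, since the markers and the synaptic genes were measured in the same tissue and hypothalamic neurons also express many of the latter.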

How the results depend on the processing

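Fits without mouse 68, without mice 86 to 95, with 4 runs of mouse numbers, on means of consecutive-numbered mice and with the marker term were chosen only after the result was seen. Of the counts and summaries under the alternatives, 152 stayed within their bounds and 77 moved, and of the values of single genes and lists 1157 kept their direction and side of the threshold, 145 lost the threshold, 10 gained it, 10 moved and 11 reversed. Within a run of mouse numbers no p was computed. A value there counted as kept when its direction held and it lay within the largest group SD of the main value. The kept values include all 94 of the refit with 1 probe set per gene, which uses the same probe sets, while the permutation test reused the main difference. This tally leaves out most hypothalamus values of the paper-named genes and their further probe sets. With these included, over all fits, 89 of 1156 values had the other sign than the main value (lowest main limma p 0.154). In LP/HC liver, Per2, Wee1, Slc5a6 and Ndrg1 kept an unadjusted p under 0.01 in all settings that gave them one. The cause was not tested unless a sentence gives it.

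The count at an adjusted p under 0.05, 0 in each comparison, became 13 in LP/HC liver with 3 runs of mouse numbers, the third joining mice 86 to 95 with the chow mice above 100, 1 in each diet's liver with a mean-variance trend, 2 in each with 4 runs, and 2 in HP/LC hypothalamus without mouse 68 and mice 86 to 95. At an unadjusted p under 0.01, HP/LC hypothalamus (377) had 868 with the t-test (with mouse 68 out also 868), 804 with 2 groups, 981 with quantile normalization, 722 with median centring, 750 with weights, 1297 without mouse 68, 209 without mice 86 to 95, 787 without both, 94 with 4 runs and 121 with the marker term. LP/HC hypothalamus (408) had 247 with the t-test, 777 with the t-test and mouse 68 out, 205 with 2 groups, 784 with 3 runs and 645 without mouse 68 and mice 86 to 95. HP/LC against LP/HC hypothalamus (458) had 701 with quantile normalization and 703 with 3 runs. HP/LC liver (1130) had 1962 with weights, 230 without mice 86 to 95 and 265 with 4 runs, LP/HC liver (796) had 1222 with 3 runs and 465 without mice 86 to 95, and HP/LC against LP/HC liver (1111) had 711 and 430. With 1 probe set per gene, which tests fewer, HP/LC and LP/HC had 231 and 235 in hypothalamus and 510 and 437 in liver. Means of consecutive-numbered mice, with fewer samples, gave 140, 175 and 1.1e+02 in hypothalamus and 144, 264 and 140 in liver.

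The interaction for HP/LC (450) had 754 with the replicate block, 745 without mouse 68 and 167 without mice 86 to 95, and the replicate block changed no other call. Lists passing Fisher's test went from 1 to 0 in HP/LC hypothalamus with the t-test, without mouse 68 and without mouse 68 and mice 86 to 95. For HP/LC against LP/HC hypothalamus they went from 2 to 1 with dim probe sets out or 3 runs, and to 0 without mice 86 to 95 with or without mouse 68. In HP/LC liver they went from 1 to 0 with dim probe sets out or without mice 86 to 95, and to 2 with the t-test, and in HP/LC against LP/HC liver from 0 to 1 with 3 runs. Lists called by camera with an estimated correlation were 0, 1 and 0 in HP/LC, LP/HC and HP/LC against LP/HC hypothalamus and 0, 2 and 0 in liver, and the cause is the wider spread that this setting allows. HP/LC against LP/HC hypothalamus had 5 by camera, with 8 under 3 runs, 3 without mouse 68, 1 without mice 86 to 95 and 0 without both, and LP/HC hypothalamus 12 without both. Shared probe sets were 150 in hypothalamus without mouse 68 and 32 in liver without mice 86 to 95 (covariance 0.00525), and with separate chow mice for each diet 2 and 12 (covariance 0.00318 and 0.00267), where no control is shared. Of the Table S1 genes on the array 44.2% were under 0.01 without mouse 68, 77.9% in the t-test without it, 40.3% with weights and 14.9% without mice 86 to 95.

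Reversed were Ebf1 in HP/LC hypothalamus with 4 runs (-0.0226) and among mice 67 to 77 (-0.0365), Per2 there (0.154), and Ebf1 in LP/HC liver with weights (-0.101) and among mice 67 to 77 (-0.744). In HP/LC liver they were Pparg among mice 67 to 77 (0.0438), Arntl (-0.116) and Slc5a6 (0.023) among mice 48 to 66, the rising clock genes with 4 runs (0.000973) and among mice 48 to 66 (0.0313), and the falling ones among mice 48 to 66 (-0.0347). The named genes gave 94 values, each for a gene in a comparison and tissue, of which 86 were at p under 0.01. Of those 86, 41 lost p under 0.01 with 4 runs, 43 on means and 25 without mice 86 to 95. With dim probe sets out, 17 of the 94 had no value, since their probe sets were themselves dim. Dim probe sets lie near the background of the arrays, where small differences are lost.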

Differences from the paper's values

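Fits without mouse 68, without mice 86 to 95 and with 4 runs of mouse numbers were chosen only after the result was seen. The counts are of probe sets, at the thresholds the paper states, and the paper counts genes. A count or rate differs, or an alternative falls outside, when one value is over 1.5 times the other.

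At an unadjusted p under 0.01, HP/LC hypothalamus had 377 against the paper's 1441. Of the alternatives set before the data were examined, quantile normalization (981) falls within, and the t-test (868), 2 groups (804), median centring (722), dim probe sets out (352), 1 probe set per gene (231), 3 runs (292), weights (750) and a trend (474) do not. The fit without mouse 68 (1297), chosen after seeing the values, falls within. It does not call Ebf1, the 1 gene the paper names there, which the fit with all arrays does not call either. LP/HC hypothalamus had 408 against the paper's 843, where quantile normalization (611), 3 runs (784) and weights (590) fall within, and the t-test (247), 2 groups (205), median centring (523), dim probe sets out (288), 1 probe set per gene (235) and a trend (428) do not. Chosen after seeing the values, the t-test without mouse 68 (777) falls within, as do the fit without mouse 68 (589) and that without mouse 68 and mice 86 to 95 (645). Of the 181 genes of Table S1 on the array, 141 (77.9%) were at p under 0.01 in the t-test without mouse 68 and 80 (44.2%) in the fit without it, which both leave out the rest but hold more than the fit (42) and the t-test (33) with all arrays, and for the third this was not counted. HP/LC liver had 1130 against the paper's 2014, where the t-test (1450), 2 groups (1473) and weights (1962) fall within, and quantile normalization (1190), median centring (1218), dim probe sets out (883), 1 probe set per gene (510), 3 runs (873) and a trend (1167) do not. LP/HC liver had 796 against the paper's 926, which is within, as are quantile normalization (770), median centring (746), 3 runs (1222), weights (823) and a trend (849), while the paper's own t-test (572), 2 groups (535), dim probe sets out (616) and 1 probe set per gene (437) are not.

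At a false discovery rate under 5%, limma had 0 where the paper's counts are 2 in each diet's hypothalamus, 2 in HP/LC liver and 14 in LP/HC liver, with 2159, 2853, 4410 and 3144 probe sets at an unadjusted p under 0.05 in the order HP/LC and LP/HC hypothalamus, HP/LC and LP/HC liver. The t-test with Benjamini-Hochberg or Storey's q-value, 2 groups, both normalizations, dim probe sets out, 1 probe set per gene and weights also gave 0. With 3 runs of mouse numbers, LP/HC liver had 13, within the paper's count, and the other comparisons 0, and a trend gave 1 in each liver comparison, which still differs. Chosen after seeing the values, 4 runs gave 2 probe sets without a symbol in each liver comparison, as many as the paper's for HP/LC, and call none of Per2, Wee1 and Ndrg1, which the paper names and the fit without runs does not call either. The fit without mouse 68 and mice 86 to 95, also chosen after seeing the values, gave 2 probe sets of Apcdd1 in HP/LC hypothalamus, and does not call Ebf1.

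Slc5a6 in LP/HC liver had an adjusted p of 0.141 against the paper's 0.056. With dim probe sets out (0.0791) and 1 probe set per gene (0.0592) it falls within, and with the t-test (0.259), Storey's q-value (0.232), 2 groups (0.184), quantile normalization (0.184), median centring (0.213), 3 runs (0.0876), weights (0.132) and a trend (0.12) it does not.

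The paper calls Ebf1 in HP/LC hypothalamus at this rate, where the adjusted p was 0.998, and no setting called it. It calls Per2, Wee1 and Ndrg1 in liver, where in LP/HC offspring the adjusted p was 0.130, 0.141 and 0.188. With 3 runs it was 0.0188 for Per2, 0.0219 for Wee1 and 0.0508 for Ndrg1, against unadjusted p-values of 1.38e-05, 3.12e-05 and 9.15e-05 without the runs. Rorc, also called by the paper, has no value here. The paper counts 15 LP/HC mice in both tissues, and the liver arrays come from 14.

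The paper finds MAPK and circadian genes enriched in HP/LC hypothalamus, where Fisher's p was 0.342 and 0.261, and hedgehog genes in LP/HC hypothalamus, where 0 of 58 passed an unadjusted p under 0.01 in limma. Apoptosis, which it gives for both diets' hypothalamus, had 0 of 55 in each. These fits include the outlying array of mouse 68. Without it, no list had an uncorrected p under 0.05 by Fisher's test in LP/HC hypothalamus. RNA processing, given for both diets' liver, had p = 0.635 in LP/HC, and cell cycle p = 0.365 in HP/LC. For apoptosis and DNA damage in HP/LC liver p was 0.431 and 0.0881. Of the paper's pathways, synaptic transmission in HP/LC hypothalamus (p = 3.92e-06) and clock genes in both diets' liver (p = 0.000766 and 1.13e-11) passed Bonferroni correction. At an uncorrected p under 0.05 only were long-term potentiation and gap junction in HP/LC hypothalamus (0.0131 and 0.0164), RNA processing and purine metabolism in HP/LC liver (0.0317 and 0.031), and cell cycle, protein transport and hedgehog genes in LP/HC liver (0.0161, 0.0355 and 0.0102). The lists used here are not those of the paper's databases.

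Every Fisher's p in Tables S1 to S4, 37, 74, 84 and 35 of them, was recomputed from the counts in the tables and matched within 5%. In Table S3 the corrected p of GO entries is up to 201600000 times the raw p, and these entries begin with values of Table S1, which a correction of these p-values cannot give. The paper's corrected p is under 0.05 in 4 entries of Table S3, against 21 when each p is multiplied by the factor that Table S1 shows for the smallest p-values of GO and of KEGG, and in the other 3 tables the counts are the same (1, 10 and 0).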

Other observations

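The test of falling minus rising clock genes across tissues and the tests without mouse 68 or mice 86 to 95 were chosen only after the result was seen.

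Between the 2 diets, most genes of appetite and energy neuropeptides had a lower mean in HP/LC than in LP/HC hypothalamus. Of 30, 5 were lower and 1 higher at an unadjusted p under 0.01, with Bdnf at a log2 difference of -0.23 (SE 0.0673, p = 0.00136), the opioid precursor Pdyn at -0.246 (SE 0.0717, p = 0.00141) and galanin, Gal, at -0.19 (SE 0.0587, p = 0.00262), and 28 had a lower mean (28 and 27 after quantile normalization and median centring, which remove most of an overall shift of -0.0436). Fisher's p was 2.15e-06 (0.000112 after Bonferroni correction), and camera gave an adjusted p of 9.29e-06 (adjusted p = 0.66 with an estimated correlation). After median centring 2 were lower and 1 higher, without mouse 68 the corrected p was 0.0727, and without mice 86 to 95 1 was lower. Of 44 energy-balance receptors, 3 were lower and none higher, Esr1 at -0.20, Calcr at -0.20 and Npy2r at -0.21 (Fisher's p = 0.0197, 1 after correction). The smallest p-values among higher genes were those of Gabrd, at 1.53 (SE 0.375, p = 2e-04), the thalamic marker Prkcd, Tnnt1 and Ptpn3, and among lower ones Gm10658, at -0.31, and Capn6, at -0.46. The mean of the thalamus and cortex markers, relative to all mice, was 0.21 in HP/LC and -0.09 in LP/HC, and whether a different share of thalamus in the dissections lowers the neuropeptide genes was not tested.

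In liver, all 20 genes of cholesterol synthesis had a higher mean in HP/LC than in LP/HC offspring, also after quantile normalization or median centring, with a median log2 difference of 0.20, and camera gave an adjusted p of 5e-04 (adjusted p = 0.666 with an estimated correlation). The Reactome pathway of substrates for N-glycan synthesis had 8 of 49 genes higher and none lower (p = 4.6e-05, and 0.0411 after correction). Pigt, of the enzyme that attaches GPI anchors, was higher by 0.38 (SE 0.0722, p = 6.34e-06, adjusted p = 0.286), and Aym1 and Leprot were lower, at -0.27 and -0.21. With limma, 0 probe sets passed an adjusted p under 0.05 between the diets, with 2810 in hypothalamus and 4425 in liver at an unadjusted p under 0.05.

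Of 19 interferon response genes, 17 had a lower mean in HP/LC and 16 in LP/HC than in chow hypothalamus, and 17 in each diet's liver. Ifit1 was at -0.70 (SE 0.232, p = 0.00454) in HP/LC hypothalamus, Usp18 at -0.60 (SE 0.18, p = 0.00195) in HP/LC liver and Ifit2 at -0.445 (p = 0.00336) in LP/HC liver. Camera's adjusted p was 3.51e-08, 6.14e-09, 2.24e-06 and 0.000708 in that order (adjusted p = 0.942, 0.479, 0.613 and 0.778 with an estimated correlation), and the chow mice are the same in each.

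Among genes chosen after their values were seen, Abt1 was higher in the liver of mice 86 to 95 than in the other HP/LC and LP/HC mice, by 0.405 (SE 0.0449), and Sfswap, a splicing regulator, Ogt and Kdm3b were lower, at -1.36 (SE 0.139, adjusted p = 1.86e-07), -0.85 and -0.72. Fatty acid synthesis genes had a median of -0.18 (camera adjusted p = 4.39e-06, and adjusted p = 0.634 with an estimated correlation), and clock genes that rise through the light phase -0.29 (adjusted p = 0.000183, and adjusted p = 0.527 with an estimated correlation).

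For falling minus rising clock genes, the deviations of 39 mice from their diet's mean in liver and in hypothalamus had a correlation of 0.428 (permutation p = 0.00698; Spearman's 0.358, p = 0.026; 0.426 without the 2 mice farthest out), with p-values that take no account of the runs of mouse numbers. The relation did not hold among mice 48 to 66, at 0.041 (n = 16), and was 0.498 among mice 67 to 77 and 0.681 among mice 86 and above (n = 10 and 13).

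The hypothalamus array of mouse 68 had a mean of 7.6225, a median correlation with other arrays of 0.9599 and a score of 218 on the first principal component, which holds 37.1% of the variance. Its hybridization control bioB was at 5.1237 and creX at 8.7702, where the lowest values of any other hypothalamus array were 10.668 and 14.622.

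For the liver HP/LC count at p under 0.01, only the real split of 100 reached its size (1130, highest other 933). The same held for the fixed lists of HP/LC against LP/HC hypothalamus (2, highest other 1). Without mouse 68, 3 splits were as large for those lists (2, highest other 2). A share of 1 in 100 is the smallest this test can give, and no correction was made for the number of counts tested. Chance is thus unlikely but not excluded for the liver count, and stays open for these lists. For Reactome pathways in HP/LC liver (3, highest other 12) and LP/HC liver (4, highest other 5), 3 splits were as large in each, without correction for the number of counts tested in this way, which leaves chance open. These splits exchange mice of all runs, so they leave open the group of mice 86 to 95, without which no Reactome pathway passed by Fisher's test in either diet's liver (highest other 7 and 17) and neither of the 2 lists did in hypothalamus. Chance cannot be excluded for the counts of HP/LC hypothalamus (377, highest other 917; 8 splits), LP/HC hypothalamus (408, 1488; 35), HP/LC against LP/HC hypothalamus (458, 1861; 22), LP/HC liver (796, 2443; 19) and HP/LC against LP/HC liver (1111, 2731; 12). Nor can it be without mouse 68 for HP/LC (1297, 3189; 7), LP/HC (589, 1332; 13) and HP/LC against LP/HC hypothalamus (644, 1640; 20), or without mice 86 to 95 for HP/LC and LP/HC hypothalamus (209, 557; 15 and 303, 1425; 38) and liver (230, 874; 44 and 465, 1830; 40). Splits with several times the real count point to a structure of the samples, whose source was not tested.

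At an adjusted p under 0.05 the real count was 0, so that all 100 splits were as large, with the highest other at 0, 1 and 2 in HP/LC, LP/HC and HP/LC against LP/HC hypothalamus, 0, 3 and 5 in liver, and 115 and 22 for the interaction of tissue with HP/LC and LP/HC. Chance cannot be excluded for the fixed lists of HP/LC hypothalamus (1, highest other 2; 14 splits), LP/HC hypothalamus (0, 2; 100), HP/LC liver (1, 2; 17), LP/HC liver (2, 2; 6) and HP/LC against LP/HC liver (0, 2; 100), for Reactome pathways in HP/LC, LP/HC and HP/LC against LP/HC hypothalamus (0, 22; 0, 5; 0, 3; 100 each) and HP/LC against LP/HC liver (1, 6; 7), or for shared calls in hypothalamus (45, 654; 24) and liver (174, 854; 10).

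With 5 separate chow mice for each diet, the covariance of the diets' log2 differences was 0.00318 in hypothalamus, where relabelled mice reached 0.00476, and 0.00267 in liver, where they reached 0.016. Both lie within the range of relabelled mice, and the hypothalamus value is above 95% of the relabelled ones. The real values are medians over 100 draws of chow mice, while each relabelled value comes from a single draw and so spreads more. The range therefore cannot decide whether the diets overlap beyond shared controls, in either tissue. The liver value was -0.00245 when mice 86 to 95 were left out.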
